# Recurrent Drought Conditions Enhance the Induction of Drought Stress Memory Genes in *Glycine max* L.

**DOI:** 10.3389/fgene.2020.576086

**Published:** 2020-10-09

**Authors:** Yeon-Ki Kim, Songhwa Chae, Nam-Iee Oh, Nguyen Hoai Nguyen, Jong-Joo Cheong

**Keywords:** DNA chip, drought, stress memory, gene ontology, transcript, microarray, soybean

## Abstract

Plants remember what they have experienced and are thereby able to confront repeated stresses more promptly and strongly. A subset of the drought responsive genes, called stress memory genes, displayed greatly elevated levels under recurrent drought conditions. To screen for a set of drought stress memory genes in soybean (*Glycine max* L.), we designed a 180K DNA chip comprising 60-bp probes synthesized *in situ* to examine 55,589 loci. Through microarray analysis using the DNA chip, we identified 2,162 and 2,385 genes with more than fourfold increases or decreases in transcript levels, respectively, under initial (first) drought stress conditions, when compared with the non-treated control. The transcript levels of the drought-responsive genes returned to basal levels during recovery (watered) states, and 392 and 613 genes displayed more than fourfold elevated or reduced levels, respectively, under subsequent (second) drought conditions, when compared to those observed under the first drought stress conditions. Gene Ontology and MapMan analyses classified the drought-induced memory genes exhibiting elevated levels of transcripts into several functional categories, including those involved in tolerance responses to abiotic stresses, which encode transcription factors, protein phosphatase 2Cs, and late embryogenesis abundant proteins. The drought-repressed memory genes exhibiting reduced levels of transcripts were classified into categories including photosynthesis and primary metabolism. Co-expression network analysis revealed that the soybean drought-induced and -repressed memory genes were equivalent to 172 and 311 Arabidopsis genes, respectively. The soybean drought stress memory genes include genes involved in the dehydration memory responses of Arabidopsis.

## Introduction

Prolonged or habitual drought may be one of the most serious detrimental stresses for crops during their lifetime. Plants have evolved various strategies to cope with such drought conditions by exhibiting many physiological and developmental changes through regulation of gene expression (Shinozaki and Yamaguchi-Shinozaki, 1996; Shanker et al., 2014). Under drought conditions, many drought-responsive genes are expressed, and their transcript levels are returned to basal levels during recovery (watered) states. Thus, during recurring cycles of dehydration stresses, their transcript levels rise and fall repeatedly.

Plants can control their responses to repeated stress by altering the expression patterns of the responsive genes. A subset of genes called ‘memory genes’ are expressed at highly elevated or reduced levels during subsequent dehydration events (Ding et al., 2012; Kinoshita and Seki, 2014; Godwin and Farrona, 2020), thereby enabling plants to respond more promptly and strongly to the repeated drought stress. This response has been referred to as memory, imprinting, priming, training, and acclimation to stress (Bruce et al., 2007; Conrath, 2011; Walter et al., 2011). For example, Ding et al. (2012) showed that Arabidopsis plants trained with previous dehydration events wilted much slower than non-trained plants.

The potential of stress memory for enhancing crop productivity under drought conditions has been explored. In particular, Ramírez et al. (2015) improved potato drought tolerance through the induction of long-term water stress memory. Wang et al. (2014) improved tolerance to drought stress by priming before anthesis in wheat. Abdallah et al. (2017) performed drought priming to improve the productivity of olive under severe drought conditions. In addition, Tabassum et al. (2018) showed that terminal drought and seed priming improved drought tolerance in bread wheat.

The molecular mechanisms underlying stress memory are not yet fully understood. The most plausible mechanism involves epigenetic changes in the chromatin architecture of memory genes, such as promoter DNA methylation, histone modifications, or small RNA generation (Luo et al., 2012; Avramova, 2015; Kim et al., 2015; Lämke and Bäurle, 2017; Chang et al., 2019). Such an epigenetically modified status is transmitted mitotically to newly developed cells during the cell division process.

Furthermore, the epigenetic status of memory could be transmitted meiotically to the next generation of plants, exhibiting transgenerational epigenetic inheritance (Molinier et al., 2006; Boyko and Kovalchuk, 2011; Quadrana and Colot, 2016). The potential of transgenerational inheritance of acquired traits has been applied to improve crop productivity (Springer, 2013; Mickelbart et al., 2015; Bilichak and Kovalchuk, 2016). For instance, Verkest et al. (2015) improved drought tolerance in canola epi-lines by repeatedly selecting for increased drought tolerance for three generations. Tabassum et al. (2017) reported that seed priming and transgenerational drought memory improved tolerance against drought and salt stress in bread wheat. In addition, Raju et al. (2018) developed an epigenetic breeding system in soybean for increased yield and stability, by modulation of development, defense, phytohormone and abiotic stress response pathways.

The first step toward understanding the molecular mechanism of transcriptional memory and its wide application in crop improvement is the identification of stress memory genes. Many dehydration stress memory genes have been identified in Arabidopsis (Ding et al., 2013), *Zea mays* (Ding et al., 2014; Virlouvet et al., 2018), rice (Li et al., 2019), and potato (Chen et al., 2020). In this study, we identified drought stress memory genes in soybean by microarray analysis using a newly designed 180K DNA chip.

## Materials and Methods

### Plant Materials and Treatments

Certified quality soybean seed (*Glycine max* L. cv. Daepoong) was obtained from the Korea Seed and Variety Service. The seeds were sown in potting soil at 15 mm depth in 50-well plates, with one seed per well (35 mm width × 35 mm length × 45 mm depth), and incubated in a growth chamber at 28°C and 50–60% relative humidity under a 16-h light (8,000 lux)/8-h dark photoperiod (Supplementary Figure 1). Water was supplied from a watering tray located beneath the plate. After growth for 7 days, when the primary leaves of soybean plantlets were fully open, one of the two plates was exposed to drought stress by withdrawing the watering tray for 4 days. Eight to twelve primary leaves were collected from the watered control (WT1) and drought-treated (DR1) plates, and frozen in liquid nitrogen. Then, the (first) drought-treated plate was re-watered for 1 day (WT2), and the second drought treatment was conducted for 4 days (DR2). This experiment was performed twice independently.

### DNA Chip Design

Based on the whole soybean (*G. max* var. Williams 82) genome database available from Phytozome^1^ (Goodstein et al., 2012), three 60-nt-long feature probes were designed based on a representative transcript of each gene, beginning 60 bp upstream from the end of the stop codon and shifting downstream at 30-bp intervals; the three resulting probes covered 120 bp: 60 bp of coding sequence (CDS) and 60 bp in the 3′ untranslated region (3′-UTR). Additional probes for alternatively spliced transcripts, chloroplast genes, mitochondrial genes, and selection markers, such as *gfp*, *gus*, *hyg*, *bar*, and *kan*, were included. A total of 175,391 probes were designed and synthesized *in situ* on the 180K DNA chip, which was manufactured by Agilent Technologies (Santa Clara, CA, United States).

### Microarray Analysis

Two independent biological replicates of microarray experiments were performed using soybean plants treated with or without water deprivation. Total RNA was isolated from soybean leaves as described previously (Chae et al., 2017), and probes were labeled using the Low RNA Input Linear Amplification Kit PLUS (Agilent Technologies), following the manufacturer’s protocol^2^. Total RNA (500 ng) was used to generate labeled cRNA by incorporating cyanine CTP. The microarray was scanned using a DNA microarray scanner (G2505C; Agilent Technologies) and raw intensity data were extracted using the feature extraction software. Background adjustment and normalization of microarray the data were achieved using the Limma package in the R computing environment^3^. The distribution of probe intensities from eight microarrays was analyzed using the plotDensities function. Frequency densities before and after normalization were plotted against log2-based intensities. Genes exhibiting > 4-fold enhanced transcription levels in two independent experiments were considered to show significantly increased expression. Expression profiling was conducted with the *Glycine max* Alternatively Spliced Transcript Detecting Microarray (GmASDM).

### Bioinformatics Analysis

Multiple analyses were performed using Limma (Chae et al., 2016), which adopts the linear modeling approach implemented by lmFit and the empirical Bayesian statistics implemented by eBayes. Genes with an adjusted *P*-value < 0.05 were collected and further assessed in terns of whether they had expression levels > 1 or < -1 for at least one stage compared to the control.

Biological term enrichment among genes was assessed using GoMiner (Ashburner et al., 2000; Zeeberg et al., 2003). To identify a tentative ortholog of a *G. max* gene in the Arabidopsis genome, BLASTP analysis was performed for the two species; genes with a score ≥ 70 were tentatively considered as counterparts. The microarray contained 68,234 transcripts/54,076 genes, 19,750 of which matched Arabidopsis genes with scores ≥ 70; these genes were used as the total gene set in GoMiner. Terms with significant changes in the biological processes category were collected and subjected to hierarchical clustering using the Limma language of the Bioconductor project^4^. False discovery rate (FDR) values were obtained from 100 randomizations. Gene Ontology (GO) terms with FDR values < 0.05 in at least one group were collected. To present GO terms in hierarchical clusters, unique GO terms were first selected. FDR values < 0.05 were scaled from 0.5 to 5, such that the more enriched terms had values closer to 5 and a darker color on the heatmap(see footnote 4). Other non-significant FDR values were transformed to 0 using the Perl scripting language. To reduce redundancy, the top terms in each clade were selected and hierarchical clustering was performed with the Bioconductor R package.

To determine the enriched pathways, MapMan (ver. 3.6) analysis was conducted using AGI_TAIR9 as the mapping database. Pathways were generated with the highest homolog of Arabidopsis genes extracted from soybean gene transcripts, as described above.

Co-expression networks were established for the soybean transcripts using ArabidopsisNet^5^. The database was constructed using 994 microarrays from the Arabidopsis ATH1 Genome Array (GPL198), downloaded from the Gene Expression Omnibus (GEO^6^). The co-expression database was constructed based on Pearson coefficients, as described for RiceArrayNet (Lee et al., 2009) and RapaNet (Kim et al., 2017). To test the clustered genes, correlation information was generated in the Newick format and transformed into network and tree diagrams using the Molecular Evolutionary Genetics Analysis program (MEGA X; Kumar et al., 2018).

### Quantitative Reverse-Transcription Polymerase Chain Reaction (qRT-PCR)

Total RNA was extracted from soybean leaves using the Spectrum Plant Total RNA kit (Sigma-Aldrich, St. Louis, MO, United States). First-strand cDNA was synthesized using the SuperScript III First-Strand Synthesis SuperMix for qRT-PCR (Invitrogen, Carlsbad, CA, United States). Quantitative PCR (qPCR) was carried out using SolGent 2 × Real-Time Smart Mix (SolGent, Daejeon, South Korea) with specific primers. Thermocycling and fluorescence detection were performed using the Mx3005P qPCR system (Agilent Technologies). The PCR program was as follows: 95°C for 15 min, followed by 40 cycles of 95°C for 30 s, 60°C for 30 s, and 72°C for 30 s. Soybean 60S rDNA was used as an internal control. The qRT-PCR experiments were repeated independently three times. Statistical analysis was performed using Duncan’s test (Duncan, 1955) at a 95% confidence level.

## Results

### DNA Chip Design

The whole soybean (*G. max* var. Williams 82) genome has been sequenced (Schmutz et al., 2010), and the database is available through Phytozome^7^ (Goodstein et al., 2012). In total, 87,977 transcripts from 55,589 loci have been annotated at *Glycine max* Wm82.a2.v1^8^. Among these, single transcripts are expressed from 40,372 loci, whereas 47,605 transcripts are from 15,217 loci with alternative splicing (Supplementary Table 1A). We designed a microarray to contain 40,261 single transcripts and 27,873 alternative transcripts. In total, 68,234 transcripts were discerned among the 87,977 annotated transcripts.

In most cases, three 60-nt-long probes were designed from a representative transcript of each gene, starting 60 bp upstream of the stop codon and shifting downstream at 30-bp intervals (Supplementary Figure 2A). Thus, the three probes covered 120 bp: 60 bp of the CDS and 60 bp in the 3′-UTR of each transcript. Due to overlapping sequences, only two probes were designed for certain genes to ensure specificity. For some genes, a representative transcript is distinguished by a unique exon (UE) among the alternative spliced transcripts, and an additional probe was designed. In addition, 83 chloroplast and 88 mitochondrial genes (V1_YP) were included in the DNA chip. Several election markers such as *gfp*, *gus*, *hyg*, *bar*, and *kan* were also included as negative controls, to cover 68,954 transcripts. In total, 175,391 probes were designed and synthesized *in situ* on the 180K DNA chip.

### Drought Stress Memory Genes in Soybean

To test for genes involved in the recurring water stress, plants were exposed to cycles of watering and water deprivation. The seedlings were grown for 7 days, then exposed to drought stress for 4 days by removal of the water tray (Supplementary Figure 1). The first leaves of well-watered (WT1) and drought-treated (DR1) soybeans were collected and used for RNA extraction (Supplementary Figure 2B), and transcript levels of drought-responsive genes were analyzed with the 180K soybean DNA chip.

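RNA from the leaves was labelled with a single dye and hybridised to 8 arrays, 2 for each of the 4 conditions WT1, DR1, WT2 and DR2. WT2 plants were DR1 plants watered again for 1 day, and DR2 plants had then gone without water for another 4 days. The labels of the DR1 samples give the first drought as 4 hours, whereas their treatment protocol and the paper give 4 days, the value used here. The array images had been read with the Feature Extraction software, which gave a signal and a local background for each of 178031 spots. These spots held 173177 different probes for 77681 named transcripts, of which 37215 had 2 probes, 17537 had 1 and 16925 had 3. No genome coordinates were used here.
The median spot signal lay between 87 units on DR2 replicate 1 and 159.5 units on WT2 replicate 1, against a median local background of 27 to 33 units. Between 55.2% and 65.2% of the probes on an array were well above background, a call made by the reading software, and 0 spots were saturated. The WT1 and DR1 arrays lay on 1 slide and the WT2 and DR2 arrays on the other. DR1 was therefore compared with WT1 within a slide, whereas WT2 against WT1 and DR2 against DR1 were compared across slides.
The local background was subtracted from the median signal of each spot with the normexp method of limma and an offset of 0, the arrays were quantile normalized, and the log2 intensities of a transcript's probes were averaged. The paper's text names limma and does not name these settings. The test covered the 55087 transcripts with at least 1 probe well above background on both arrays of at least 1 condition. Of these, 4880 are entries for a unique exon, with names ending in _UE, which count separately from the transcript they belong to. A linear model with a mean for each condition was fitted over all 8 arrays with moderated variances, and P values were adjusted by the Benjamini-Hochberg method over all transcripts tested. A transcript was called changed when the mean change exceeded 4-fold, which is 2 on the log2 scale, with an adjusted P below 0.05. In simulated arrays with 200 transcripts changed by 3 on the log2 scale, this test called 198 of them at DR1 against WT1 and made 7 false calls. The simulated noise was independent, with the same SD of a transcript in every condition and no slide difference. Standard errors (SE) are those of the limma model and rest on 2 arrays per condition, a number that limits their precision.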

Microarray data were collected from biological replicates and the consistency between samples was tested (Supplementary Figure 3A). 

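After background correction and quantile normalization, the log2 intensities of WT1 replicate 2 were fitted on those of WT1 replicate 1 over 173161 probes. The fitted line had a slope of 0.985 and an intercept of 0.107, and the Pearson correlation across probes was 0.986. Probes are not independent replicates, so this value describes the spread between the arrays and carries no test. The median absolute difference between the WT1 arrays was 0.291 on the log2 scale. Between replicates of the other conditions the correlation was 0.990 for DR1, 0.979 for WT2 and 0.964 for DR2, with median absolute differences of 0.18, 0.37 and 0.421. The alternative that moved the WT1 intercept most gave 0.155, and the WT1 correlation stayed between 0.986 and 0.988 under the alternatives that were tried.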

Log_2_-based intensities of two WT1 samples were compared, and the linear model *y* = 0.98*x* + 0.018 was obtained, with a Pearson correlation coefficient of 0.97. 

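Before normalization, the 75th percentile of the processed signal differed between arrays, from 439.6 units on DR2 replicate 1 to 961.3 units on DR1 replicate 2. Quantile normalization gives all arrays the same distribution of probe intensities. After it, the median SD between replicates of a transcript was 0.173 on the log2 scale for WT1, 0.0931 for DR1, 0.244 for WT2 and 0.251 for DR2 (n = 2 arrays each). The first principal component over the transcripts tested held 77.8% of the variance. Scores on it were -177 and -172 for the WT1 arrays, -136 and -192 for WT2, 25.5 and 13.1 for DR1, and 340 and 298 for DR2.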

The data were corrected for background and normalized using the Limma package (Supplementary Figures 3B,C), as described in the Methods section. Signal intensities after normalization are presented in Supplementary Table 2A.

The median intensity of sample WT1 was 231 and its maximum value was 535,859.7. 

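Among the transcripts tested, the median intensity was 239.4 on WT1 replicate 1 and 241 on WT1 replicate 2, and the largest transcript intensity was 532047.8 on both arrays. In the authors' normalized table, which lists 60386 transcripts, the medians of the same arrays were 231.8 and 231.3.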

The intensities of photosynthesis genes such as Chloroa_b-bind, RuBisCO_small subunit, and RbcS protein ranged from 366,252 to 393,034. In the first drought stress treatment (DR1), the median intensity of sample DR1 was 232.7 and its maximum value was 538,439.3. 

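The DR1 arrays had medians of 243 and 242.4 here, and their largest transcript intensities were 534463.2 and 537323.8. WT2 arrays had medians of 240.4 and 240.1, and DR2 arrays had medians of 235.1 and 233.3. Each of these medians is an average over probes after all arrays had been brought to a common distribution.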

The intensities of genes such as Metallothio_2 family, PsbR family, ABA_WDS family, and RuBisCO_small domain proteins ranged from 296,733.2 to 369,185.6. Through the repeated watering treatments, photosynthesis genes such as RuBisCO_small subunit, Chloroa_b-bind, and RbcS proteins returned to their maximum induction levels. 

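Supplementary Table 2C was available here only in part, and its first 1404 entries hold 12 transcripts annotated with the Chloroa_b-bind domain. That table lists transcripts that the paper found lower at DR1 on these arrays. The paper speaks of maximum levels, whereas the values here are changes from WT1 of the listed members. After 1 day of watering, the median change of the 12 from WT1 was -0.34 on the log2 scale, with values between -1.24 and 0.13. The same part of the table holds 1 RuBisCO_small transcript, Glyma.18G296900-1, which differed from WT1 by -0.82 at WT2 (SE 0.24, adjusted p = 0.11). Of its RbcS transcripts, Glyma.08G365300-1 differed from WT1 by -0.46 (SE 0.33, adjusted p = 0.49) and Glyma.18G182200-1 by 0.09 (SE 0.23, adjusted p = 0.87). These differences between WT2 and WT1 cross the slides, and the transcripts named were chosen after their values were seen.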

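Supplementary Table 2B lists transcripts that the paper found higher at DR1 on these arrays, so their rise there is not independent evidence. The paper speaks of maximum expression levels, whereas the values here are changes between conditions. The available part of that table, 1998 entries, holds members of the families Dehydrin, ABA_WDS and Tryp_alpha_amyl. Among them, the Dehydrin transcript Glyma.08G048900-1 rose by 5.16 on the log2 scale at DR1 against WT1 (SE 0.82, adjusted p = 0.002). It then changed by -0.56 to DR2 (SE 0.82, adjusted p = 0.59), so it was 4.60 above WT1 at DR2. Another Dehydrin transcript, Glyma.04G009900-1 in the available part of Supplementary Table 2A, was not above background at WT1 and rose at DR1 by at least 5.96, with a fitted change of 5.97 (SE 0.83, adjusted p = 0.0011). It rose by another 2.10 to DR2 (SE 0.83, adjusted p = 0.061), which the test did not call and 8 of 20 alternatives did. Its fitted change from WT1 was then 8.07, against a WT1 level that was not above background. The ABA_WDS transcripts Glyma.20G167500-1 and Glyma.10G224300-1 rose by 2.55 and 2.45 at DR1. Their changes from DR1 to DR2 were -0.20 and -0.18 (adjusted p = 0.72 and 0.73), a direction that turned positive under both alternatives that scale the arrays to their 75th percentile. Each of the 7 Tryp_alpha_amyl transcripts was higher at DR1 than at WT1, with a median of 2.20, and their median change from DR1 to DR2 was 0.67, with values between -1.91 and 0.81. The family members named were chosen after their values were seen.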

Meanwhile, through the recurring drought stress treatments, Dehydrin family, Metallothio_2 family, Tryp_alpha_amyl family, and ABA_WDS family reached the maximum expression levels among the highly induced genes.

From these normalized data, we classified the primary drought-responsive transcripts as those that were induced or repressed at the first drought treatment (DR1). 

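A transcript was counted as detected when at least 1 of its probes was well above background on both arrays of a condition. This held for 49087 transcripts at WT1, 50928 at DR1, 50716 at WT2 and 43665 at DR2, and for 55089 in at least 1 condition. A flagged spot left 2 of these without a value on an array. The 16 probes for selection markers, included as negative controls, had a median spot signal of 50.75 units and a largest value of 101 units over the 8 arrays. The detection rule was nevertheless met by 2 of them, a kanamycin probe and a Bar probe, each well above background on both WT1 arrays and both DR1 arrays, and these probes are singled out after their values were seen.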

Approximately 88% (60,386) of the 68,954 examined transcripts were detected in the microarray analysis (Table 1 and Supplementary Table 2A). 

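Transcripts called higher at DR1 than at WT1 are the drought-induced transcripts (DITs), and those called lower are the drought-repressed transcripts (DRTs). The limma test called 1983 DITs from 1754 loci and 2114 DRTs from 1944 loci, 3.6% and 3.84% of the transcripts tested. The median change of the DITs was 2.87 on the log2 scale, with a 10th percentile of 2.13, a 90th percentile of 5.16 and a largest value of 12.3. For the DRTs the median was -2.57, with 90% of the changes at or below -2.09 and 10% at or below -4.00. At WT1, 438 DITs were not well above background on any array. Set to the background of those arrays, their rise is a lower bound, which exceeded 4-fold for 328 of them and gave the DITs a median of 2.78. Likewise, 255 DRTs were not above background at DR1, and the DRT median with these at their bounds was -2.54.
The paper's Methods ask for increases of over 4-fold in 2 independent experiments, and the replicate number may mark an experiment. When each DR1 array was set against the WT1 array with the same replicate number, 1748 DITs and 1777 DRTs changed by over 4-fold in both pairs. The alternative that moved these counts most was limma's treat test, which asks whether a change exceeds 4-fold beyond its error. It called 249 DITs and 371 DRTs. With each array left out in turn, the counts stayed between 1851 and 2067 for DITs and between 2031 and 2157 for DRTs. Of the entries available from Supplementary Table 2B, 1989 were tested and 1786 (89.8%) were DITs here. Of those from Supplementary Table 2C, 1397 were tested and 1240 (88.8%) were DRTs.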

Compared to the well-watered control (WT1), 2,162 transcripts showed 4-fold increases (Table 1 and Supplementary Tables 1B, 2B), whereas 2,385 transcripts showed 4-fold decreases (Supplementary Table 1B, 2C). These were categorized as drought-repressed transcripts (DRTs) and drought-induced transcripts (DITs), respectively.

**TABLE 1:** Gene Ontology terms enriched with DRTs, DITs, DRMTs, and DIMTs.^*a*^

**Gene Ontology terms (GO_id)**	**DRT**	**DIT**	**DRMT**	**DIMT**
GO:0005992_trehalose biosynthetic process	0	0	0	1.58
GO:0009409_response to cold	0	5	0	5
GO:0009611_response to wounding	0	5	0	1.58
GO:0009788_negative regulation of ABA-activated signaling	0	1.04	0	1.31
GO:0009873_ethylene-activated signaling pathway	0	5	0	5
GO:0010200_response to chitin	0	1.85	0	5
GO:0010286_heat acclimation	0	5	0	5
GO:0042538_hyperosmotic salinity response	0	5	0	5
GO:0006364_rRNA processing	−1.37	0	−5	0
GO:0006636_unsaturated fatty acid biosynthetic process	−5	0	−5	0
GO:0009637_response to blue light	−5	0	−5	0
GO:0009765_photosynthesis, light harvesting	−5	0	−5	0
GO:0009773_photosynthetic electron transport in photosystem I	−5	0	−5	0
GO:0010075_regulation of meristem growth	−5	0	−5	0
GO:0010103_stomatal complex morphogenesis	−5	0	−5	0
GO:0010114_response to red light	−5	0	−5	0
GO:0010155_regulation of proton transport	−5	0	−5	0
GO:0010207_photosystem II assembly	−1.65	0	−5	0
GO:0010218_response to far red light	−5	0	−5	0
GO:0015995_chlorophyll biosynthetic process	−5	0	−5	0
GO:0016117_carotenoid biosynthetic process	−1.04	0	−5	0
GO:0016556_mRNA modification	−1.05	0	−5	0
GO:0018298_protein-chromophore linkage	−1.55	0	−5	0
GO:0019288_methylerythritol 4-phosphate pathway	−5	0	−5	0
GO:0019344_cysteine biosynthetic process	−5	0	−5	0
GO:0034660_ncRNA metabolic process	0	0	−5	0
GO:0042254_ribosome biogenesis	0	0	−5	0

*^*a*^Selected from **Supplementary Table 3A**.*

When the DR1 plants were re-watered for 1 day (WT2), transcript levels recovered to those of non-stressed (WT1) plants. 

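At WT2, the median DIT was 0.64 above WT1 on the log2 scale and the median DRT was -0.36 from it. Of the DITs, 1400 (70.6%) lay within 2-fold of WT1, 1833 (92.4%) lay within 4-fold, and 1889 (95.3%) lay closer to WT1 than to DR1. For the DRTs, these numbers were 1808 (85.5%), 2095 (99.1%) and 1999 (94.6%). The limma test called 41 DITs still higher at WT2 than at WT1 and 15 DRTs still lower. The WT2 arrays differed in this respect. On replicate 1 the median DIT was 1.06 above the WT1 mean, and on replicate 2 it was 0.09 above it. The DRT medians on these arrays were -0.54 and -0.14.
Over all transcripts tested, 218 were called higher and 26 lower at WT2 than at WT1. These counts depended on single arrays, since without either WT1 array limma called 0 transcripts in either direction. At an unadjusted P below 0.05, 257 and 332 transcripts were over 4-fold higher without WT1 replicate 1 and replicate 2, and 37 and 62 were over 4-fold lower. Without WT2 replicate 1 or replicate 2, limma called 379 and 400 transcripts higher and 58 and 21 lower. The WT2 and WT1 arrays lay on different slides, so a slide difference is included in each of these values.

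**Figure D1:**
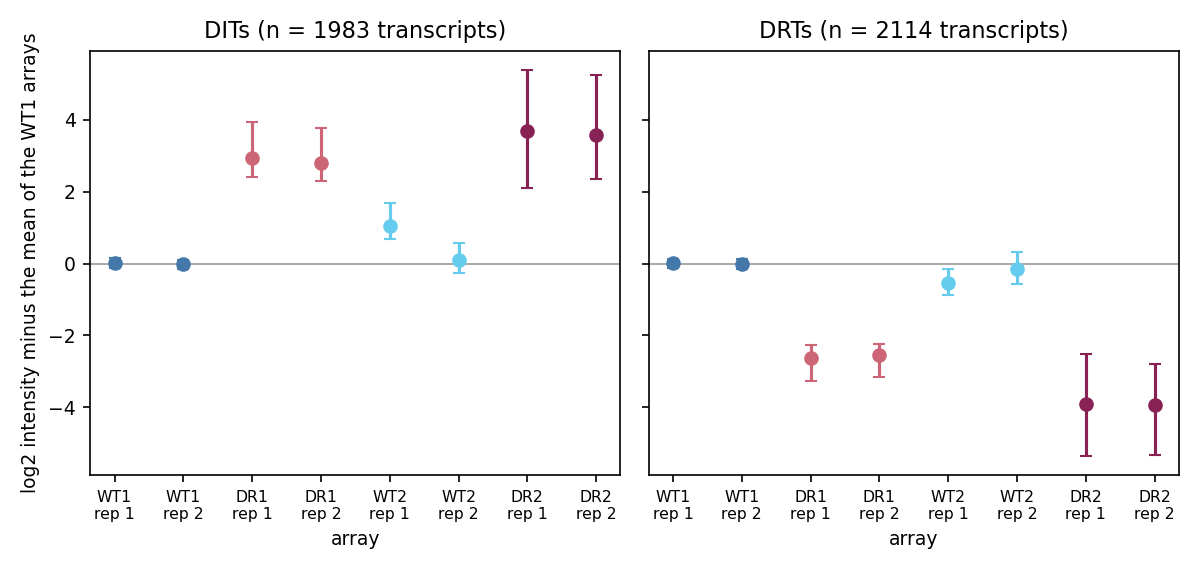
Log2 intensity minus the mean of the WT1 arrays (y axis) on each of the 8 arrays (x axis), as the median (points) and the 25th to 75th percentile (bars) over 1983 DITs on the left and 2114 DRTs on the right. WT2 replicate 1 lies farther from WT1 than WT2 replicate 2 does in both classes.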

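Between DR1 and DR2 the median change was 0.44 on the log2 scale for the DITs, with a 10th percentile of -1.97 and a 90th percentile of 2.97. For the DRTs it was -1.05, with a 10th percentile of -3.46 and a 90th percentile of 1.03. This comparison crosses the slides. The difference between the drought responses, which cancels a constant slide difference, had a median of -0.31 for the DITs and -0.78 for the DRTs. It uses the WT2 arrays, and the median DIT was 0.99 higher on WT2 replicate 1 than on replicate 2. Its sign for the DITs is therefore not settled. Of the DITs, 808 (40.7%) lay within 2-fold of their DR1 level at DR2 and 1367 (68.9%) within 4-fold. Of the DRTs, 807 (38.2%) and 1414 (66.9%) did so. Relative to WT1, the median change at DR2 was 3.65 for the DITs and -3.90 for the DRTs, and limma called 1583 DITs higher and 1813 DRTs lower at DR2 than at WT1. Some transcripts moved back towards WT1, since 191 DITs were called lower and 89 DRTs were called higher at DR2 than at DR1.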

As the second drought stress proceeded for 4 days (DR2), transcript levels of the drought-responsive genes increased or decreased to the levels detected in the DR1 plants (Supplementary Table 2B,C). However, among them, transcript levels of 613 genes decreased 4-fold, while 392 genes increased 4-fold (Supplementary Tables 1B, 2D,E) under the second drought conditions (DR2), when compared to those observed under the first drought stress (DR1) conditions. 

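Among the DITs, 405 (20.4%) from 364 loci were also called higher at DR2 than at DR1, the drought-induced memory transcripts (DIMTs). Of the DRTs, 610 (28.9%) from 565 loci were called lower again, the drought-repressed memory transcripts (DRMTs). The median change from DR1 to DR2 was 2.95 on the log2 scale for the DIMTs, with a largest value of 9.18, and -3.01 for the DRMTs, with a lowest value of -6.06. At DR2, 200 DRMTs were not well above background on any array. For 141 of these the fall was at least 4-fold, and the DRMT median with such transcripts at their bounds was -2.90. In both pairs of arrays with the same replicate number, 317 DIMTs and 459 DRMTs changed by over 4-fold. Among the alternatives that keep these definitions, the treat test moved the counts most, to 16 DIMTs and 54 DRMTs. Called at DR2 against both WT1 and DR1, whether or not called at DR1, the counts were 3274 and 3930. With each array left out in turn, the test called 368 to 424 DIMTs and 583 to 633 DRMTs.
Because DR2 and DR1 lay on different slides, a model with the slide as a term cannot estimate this change. The difference between the 2 drought responses, (DR2 - WT2) - (DR1 - WT1), cancels a constant slide difference. It had the direction of memory for 402 of the DIMTs and all 610 DRMTs, and it was called past 4-fold in that direction for 242 DIMTs and 480 DRMTs. The classes were chosen for their change from DR1 to DR2, which is part of this difference, so that choice favours this direction. Only a change from WT1 to WT2 larger than the change from DR1 to DR2 could reverse it. This difference uses the WT2 arrays, and the count for DIMTs depended on them, with 321 without WT2 replicate 1 and 173 without WT2 replicate 2. For DRMTs these counts were 496 and 447. Over all transcripts tested, 3765 were called higher and 4620 lower at DR2 than at DR1, and 4469 and 4117 with the 75th percentile in place of quantile normalization.
By the rule that the largest changes are named, Glyma.08G235400-1, annotated as Kunitz_legume, rose from DR1 to DR2 by 9.18 (SE 0.36, adjusted p = 2.3e-06) and Glyma.08G235300-1, of the same family, by 8.53 (SE 0.28, adjusted p = 2.2e-06). With an offset of 50 in the background correction, the latter rose by only 1.14 at DR1 and was no DIT. Among the DRMTs, Glyma.11G245400-1 changed by -6.06 (SE 0.24, adjusted p = 2.3e-06) and Glyma.04G232400-1, a rhodanese-like protein, by -6.02 (SE 0.27, adjusted p = 3.1e-06). Glyma.11G245400-1 was only just a DRT, with a change at DR1 of -2.01 that became -1.90 without WT1 replicate 2 and -1.87 without DR1 replicate 1.

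**Figure D2:**
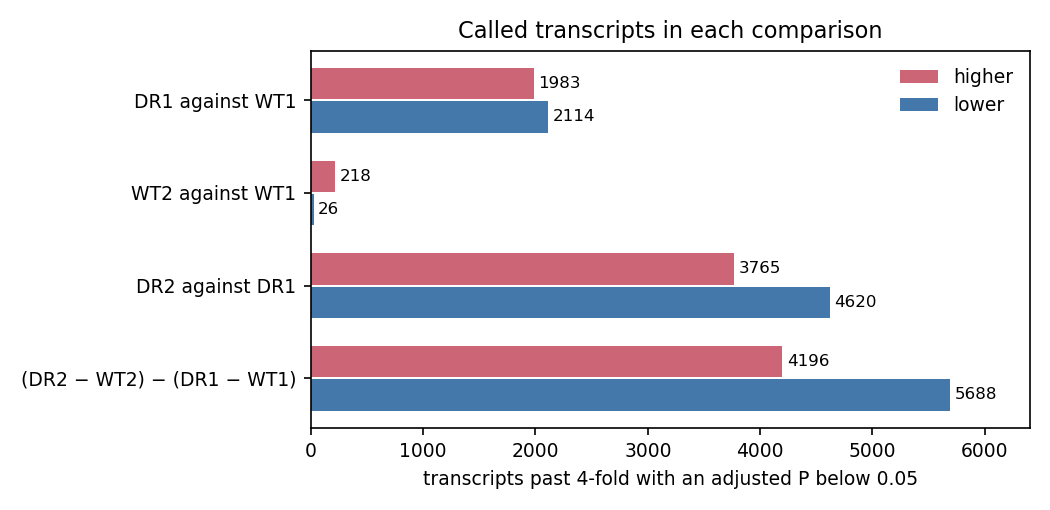
Number of transcripts (x axis) called higher or lower past 4-fold with an adjusted P below 0.05 in each comparison (y axis), from 55087 transcripts tested on 2 arrays per condition. DR2 against DR1 gave more calls in each direction than DR1 against WT1, and WT2 against WT1 gave the fewest.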

We hypothesized that the drought-induced expression of these genes was influenced by the previous drought stress (DR1), and thus these genes were designated drought-induced memory transcripts (DIMTs) or drought-repressed memory transcripts (DRMTs), respectively. It is notable that no memory transcript was identified among the chloroplast or mitochondrial genes (Supplementary Table 1B).

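The array holds 171 chloroplast and mitochondrial transcripts, of which 141 were tested. With limma, 0 of them were DIMTs or DRMTs, and 0 passed 4-fold in the same direction at both steps at an unadjusted P below 0.05. At DR1 against WT1 their changes lay between -2.26 and 0.92 on the log2 scale. From DR1 to DR2 they lay between -3.78 and 3.29, with 6 transcripts called higher and 11 lower. The median change from DR1 to DR2 was -0.35, a direction that reversed under both alternatives that scale the arrays to their 75th percentile. From the transcripts that changed again at DR2, the paper proposes that the earlier drought influenced their expression in the second one, and it designates them memory transcripts on that basis.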

The microarray datasets have been deposited at the National Center for Biotechnology Information (NCBI) GEO database (see footnote 6) under GEO accession number GSE153660.

### GO and MapMan Analyses

To test for enriched GO terms, the DITs, DRTs, DIMTs, and DRMTs were subjected to GO analysis (Supplementary Figure 4). The biological function of each gene was inferred based on the conserved sequence motifs (domain) contained in the encoded protein and the most homologous Arabidopsis gene. The terms enriched among the DITs and DIMTs included the trehalose biosynthetic process, response to cold, response to wounding, negative regulation of abscisic acid (ABA)-activated signaling, ethylene-activated signaling pathway response to chitin, heat acclimation, and hyperosmotic salinity response were highly enriched (Table 1 and Supplementary Table 3A). In addition, genes encoding protein phosphatase 2C (PP2C) family proteins and late embryogenesis abundant (LEA) proteins were also included in this group. By contrast, DRTs and DRMTs involved in the chlorophyll biosynthetic process, photosynthesis, light harvesting, and response to red or blue light was significantly repressed (Table 1 and Supplementary Table 3A).

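Supplementary Table 3B lists 6 PP2C transcripts, and all of them were DIMTs in this test. Their rise at DR1 against WT1 lay between 2.50 and 4.79 on the log2 scale, and their further rise from DR1 to DR2 lay between 2.70 and 4.21. The available part of Supplementary Table 2A holds 14 PP2C transcripts. Of these, 9 were DITs (7 of them DIMTs) and 3 were DRTs (1 of them a DRMT). The available part of Supplementary Table 2C holds 3 PP2C transcripts, all of them DRTs. Supplementary Table 3B also lists 4 LEA transcripts. Of these, Glyma.03G201200-1 rose by 2.17 at DR1 (SE 0.34, adjusted p = 0.002) and by a further 5.36 at DR2 (SE 0.34, adjusted p = 1.2e-05). Glyma.03G201400-1 rose by 2.86 (SE 0.31, adjusted p = 0.00037) and then by 5.37 (SE 0.31, adjusted p = 7.3e-06). Both calls at DR1 were lost at a normexp offset of 50, where the rises were 1.33 and 1.79, and under treat, and that of Glyma.03G201200-1 also without WT1 replicate 1 (1.95) and when both replicate numbers had to pass 4-fold. The LEA transcripts Glyma.03G144400-1 and Glyma.19G147200-1 were DITs that were not called at DR2 against DR1. The available part of Supplementary Table 2B holds 6 LEA entries, all of them DITs, where Glyma.18G238700-1 and its unique-exon entry count separately. Their changes from DR1 to DR2 lay between -3.85 and 3.08 with a median of 0.57, and the test called Glyma.13G149000-1 higher (3.08, adjusted p = 0.021) and Glyma.03G261400-1 lower (-3.85, adjusted p = 0.0052). Both calls were lost under treat, and that of Glyma.13G149000-1 also without either DR1 array and without DR2 replicate 1, where its change was 2.37. The 6 LEA transcripts in the available part of Supplementary Table 2A were all higher at DR2 than at DR1, by 1.32 to 5.72 with a median of 3.41. Besides Glyma.03G201200-1, the test called Glyma.19G198700-1 (5.72), Glyma.05G212600-1 (4.15) and Glyma.07G099500-1 (2.67) higher there, and these 3 were not DITs. The available part of Supplementary Table 2C holds 3 LEA transcripts, all lower at DR1 than at WT1. Of these, 2 were DRTs and 1 of them a DRMT, and their changes from DR1 to DR2 lay between -2.96 and 1.94. For trehalose synthesis, the available part of Supplementary Table 2B holds 5 Glyco_transf_20 entries of the loci Glyma.13G092500 and Glyma.17G067800, all of them DITs. Unique-exon entries count separately among these 5. The changes of these transcripts from DR1 to DR2, between 1.34 and 1.75, stayed below 4-fold, so none was a DIMT. The available part of Supplementary Table 2C holds 1 Glyco_transf_20 transcript, a DRT with a change of -2.68 at DR1. The available part of Supplementary Table 2A holds 3 Trehalose_PPase transcripts. Glyma.06G126300-1 was a DIMT, with changes of 2.27 (SE 0.40, adjusted p = 0.0034) and 2.08 (SE 0.40, adjusted p = 0.0026), Glyma.06G104800-1 was a DRT (-2.41 and -1.90), and Glyma.04G119700-1 was neither (-0.07 and 4.23). At DR1 the call of Glyma.06G126300-1 was lost at an offset of 50 (1.66) and under treat, and at DR2 against DR1 it was lost under 6 of 21 alternatives, with a lowest change of 1.48. These family members were chosen after their values were seen. The paper had chosen the entries of Supplementary Tables 2B and 2C for their change at DR1 on these same arrays. It had chosen those of Supplementary Table 3B as memory transcripts on them. The classes of these entries here are therefore not independent evidence. The enrichment of GO terms was not analysed here.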

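The entries of Supplementary Table 2C were chosen for falls at DR1 on these same arrays. Of the 12 Chloroa_b-bind transcripts among the available entries, 10 were DRTs, and the same 10 were DRMTs. The median change of the 12 at DR1 against WT1 was -2.31 on the log2 scale, with values between -4.77 and -1.55. From DR1 to DR2 the median was -4.32, with values between -5.86 and -1.55. The difference between the drought responses had a median of -3.94 and was below 0 for all 12.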

The MapMan analysis revealed that 190 gene transcripts out of 392 DIMTs have Arabidopsis equivalents functioning in the hormonal and transcriptional regulation in abiotic/biotic stress responses (Supplementary Table 3B). 

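Supplementary Table 3B holds 174 different transcripts, and all were tested. Here 159 of them were DITs and 152 were DIMTs. The paper chose the list on these same arrays, so these counts are not independent evidence. The median rise was 2.86 on the log2 scale at DR1 against WT1, or 2.59 with 63 transcripts that were dim at WT1 set to their lower bounds. The median rise from DR1 to DR2 was 2.99, and all 174 transcripts were higher. At WT2 the median lay 0.52 above WT1. The largest functional group of the table, RNA, has 36 transcripts, of which 33 were DIMTs. The groups misc, development, protein and signalling have 33, 25, 22 and 14 transcripts, with 28, 21, 21 and 13 DIMTs. Within the RNA group, 7 of 8 AP2/EREBP transcripts and 8 of 8 MYB domain transcripts were DIMTs.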

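At WT1, Glyma.11G180800-1 (ABA deficient 2) and Glyma.10G007000-1 (ethylene responsive factor 1) were not above background, and their rise at DR1 was at least 44.5-fold and at least 46.5-fold. Their further rises from DR1 to DR2 were 6.60 (SE 0.70, adjusted p = 0.00013) and 3.08 (SE 0.63, adjusted p = 0.0037) on the log2 scale. The ABA 8′-hydroxylase transcript Glyma.16G109300-1 rose by 2.59 at DR1 (SE 0.31, adjusted p = 0.00061) and by 3.07 at DR2 (SE 0.31, adjusted p = 0.0001). Glyma.19G100000-1, an ABA-responsive protein-related transcript, rose by 2.06 (SE 0.37, adjusted p = 0.004) and then by 4.50 (SE 0.37, adjusted p = 3.9e-05). Its call at DR1 depended on single arrays, with 1.85 without WT1 replicate 1 and 1.86 without DR1 replicate 1. The osmotin transcript Glyma.11G025600-1 had the largest rise of these from DR1 to DR2, 6.75 (SE 0.42, adjusted p = 1.1e-05). At DR1 it rose by at least 2.06-fold and its fitted change of 1.94 was below the threshold, so it was not a DIT here. With the authors' normalized table it was called, at 2.07. An offset of 50 left Glyma.16G109300-1 and Glyma.19G100000-1 below 4-fold at DR1, with 1.56 and 1.88, and the treat test did not call either of them there or Glyma.10G007000-1 and Glyma.16G109300-1 at DR2.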

A number of ABA- and ethylene-responsive genes encoding a putative ABA deficient 2 (Glyma.11G180800-1), ABA 8′-hydroxylase (Glyma.16G109300-1), ABA-responsive protein-related (Glyma.19G100000-1), osmotin 34 (Glyma.11G025600-1), and ethylene responsive factor 1 (Glyma.10G007000-1) were highly upregulated under the second drought conditions (Figure 1A). 

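The 9-cis-epoxycarotenoid dioxygenase transcript Glyma.08G176300-1 rose by 6.40 on the log2 scale at DR1 against WT1 (SE 1.39, adjusted p = 0.0092). Its change from DR1 to DR2 was 2.26 (SE 1.39, adjusted p = 0.2), which limma did not call. Its WT2 replicates differed widely (SD 4.0, n = 2), and without either WT2 array the change from DR1 to DR2 was called. The call at DR1 was lost without either WT1 array, since the adjusted P then exceeded the threshold. Glyma.08G255400-1, of the same annotation, was not above background at WT1. It rose by at least 4.85-fold at DR1 and by a further 3.20 at DR2 (SE 0.41, adjusted p = 0.00033). Glyma.02G084400-1, a 2-oxoglutarate-dependent dioxygenase, rose by 2.77 (SE 0.35, adjusted p = 0.00076) and then by 2.14 (SE 0.35, adjusted p = 0.0012). With an offset of 50, Glyma.08G255400-1 rose by 1.52 at DR1 and was not called, and the treat test called none of these 3 transcripts at either step.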

Genes involved in ABA and ethylene synthesis were also induced, as shown by Glyma.08G176300-1 (9-*cis*-epoxycarotenoid dioxygenase), Glyma.08G255400-1 (9-*cis*-epoxycarotenoid dioxygenase), and Glyma.02G084400-1 (2-oxoglutarate-dependent dioxygenase). Among the biotic stress genes, the expression levels of several genes encoding disease resistance proteins, such as TIR-NBS-LRR class (Glyma.11G153000-1 and Glyma.16G214200-1), CC-NBS-LRR class (Glyma.05G082200-2), and downy mildew resistant 6 (Glyma.18G273200-1), were also increased. 

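Glyma.11G153000-1 was dim at WT1 and rose by at least 2.85-fold at DR1, with a fitted change of 2.45 on the log2 scale (adjusted p = 0.00089), and by 4.29 from DR1 to DR2 (SE 0.32, adjusted p = 2.6e-05). Glyma.18G273200-1 was dim at WT1 too, with a rise of at least 4.37-fold and then of 4.46 (SE 0.39, adjusted p = 5e-05). Glyma.05G082200-2 rose by 2.12 (SE 0.29, adjusted p = 0.0011) and 2.19 (SE 0.29, adjusted p = 0.00043). Its calls depended on single arrays, as it rose at DR1 by 1.98 without WT1 replicate 2 and by 1.96 without DR1 replicate 1, and at DR2 by 1.94 without DR2 replicate 1. Glyma.16G214200-1 rose by 1.21 at DR1 (SE 0.29, adjusted p = 0.015), which was below the threshold, and by 2.57 at DR2 (SE 0.29, adjusted p = 0.00019). In the authors' normalized table its rise at DR1 was 2.53 and was called. With an offset of 50, the first 3 of these transcripts were not called at DR1, with 0.98, 1.15 and 1.57, and the treat test did not call them there or Glyma.05G082200-2 and Glyma.16G214200-1 at DR2.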

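The mannitol dehydrogenase transcripts Glyma.16G096300-1, Glyma.01G021000-1 and Glyma.08G280500-1 were not above background at WT1 and rose at DR1 by at least 12.3-fold, 21.6-fold and 6.98-fold. They then rose from DR1 to DR2 by 5.54, 5.48 and 5.35 on the log2 scale (SE 0.42, 0.48 and 0.38, adjusted p = 2.7e-05, 4.8e-05 and 2e-05). Glyma.07G175200-1, of the same annotation, rose by at least 1.61-fold at DR1, with a fitted change of 1.28 that was not called, and by 2.42 from DR1 to DR2 (SE 0.21, adjusted p = 4.8e-05). With the authors' normalized table its change at DR1 was 2.22 and was called. The phenylpropanoid transferase transcript Glyma.04G040000-1 rose by 2.28 (SE 0.26, adjusted p = 0.00051) and then by 3.39 (SE 0.26, adjusted p = 3e-05). An offset of 50 reduced the rises of Glyma.04G040000-1 and Glyma.08G280500-1 at DR1 to 1.53 and 1.78, below the threshold, and the treat test did not call these rises or that of Glyma.07G175200-1 at DR2.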

Genes encoding proteins involved in secondary metabolism, such as phenylpropanoid transferase family protein (Glyma.04G040000-1) and mannitol dehydrogenase (Glyma.07G175200-1, Glyma.16G096300-1, Glyma.01G021000-1, and Glyma.08G280500-1), were also included in the DIMTs.

**FIGURE 1:**
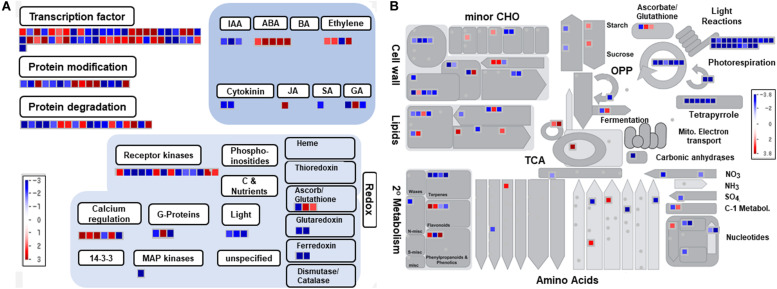
Functional overview of soybean drought-induced and drought-repressed memory gene transcripts. **(A)** Regulation overview. **(B)** Metabolism overview. The MapMan program (ver. 3.6) was used along with AGI_TAIR9 as the mapping database. Red and blue spots represent drought-induced memory and drought-repressed memory signals, respectively.

Among 613 DRMTs, 349 genes have equivalents in Arabidopsis (Supplementary Table 3C). 

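Supplementary Table 3C holds 362 different transcripts, all of them tested, and 340 were DRTs and 321 were DRMTs here. The list was chosen on these arrays. At DR1 every transcript was lower than at WT1, with a median change of -2.61 on the log2 scale. From DR1 to DR2 the median change was -2.90, or -2.81 with 116 transcripts that were dim at DR2 set to their bounds. At WT2 the median was -0.33 from WT1. The functional groups misc, RNA and protein have 63, 37 and 35 transcripts, with 52, 32 and 32 DRMTs.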

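In Supplementary Table 3C, 46 transcripts belong to the photosynthesis group. Of these, 43 were DRTs and 42 were DRMTs. Their median change was -2.34 on the log2 scale at DR1 against WT1 and -4.10 from DR1 to DR2, where the values ran from -5.94 to -1.55. With 6 transcripts that were dim at DR2 set to their bounds, the latter median was -4.05. After rewatering they lay at a median of -0.34 from WT1. The difference between the drought responses had a median of -3.58 and was below 0 for all 46. Among the 9 transcripts of the light-harvesting complex of photosystem II the median from DR1 to DR2 was -5.28, and among the 9 of the photosystem II polypeptide subunits it was -3.16.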

The metabolism overview showed that photosynthesis was severely affected, with significantly reduced gene transcript levels (Figure 1B). Those genes encode a putative chloroplast thylakoid membrane protein (Glyma.07G019400-1), light harvesting complex PSII subunit 6 (Glyma.05G119000-1 and Glyma.08G074000-1), cytochrome b6f complex subunit (Glyma.07G163600-1, Glyma.20G008600-1, and Glyma.07G163600-1), chlorophyll binding (Glyma.16G162600-1, Glyma.16G165200-1, Glyma.16G165800-1, and Glyma.16G165500-1), photosystem II light harvesting complex protein 2.1 (Glyma.02G305400-1), and ATPC1 (Glyma.13G204800-2). In addition, genes encoding proteins involved in primary metabolic pathways, such as oxidoreductase (Glyma.12G222200-1, Glyma.12G150400-1, Glyma.12G222200-1, and Glyma.06G247100-1), tetrapyrrole binding (Glyma.12G052500-1 and Glyma.11G127800-1), and glutamyl-tRNA reductase (Glyma.02G218300-1 and Glyma.14G185700-1), were repressed. 

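Of these 11 different transcripts, 10 were DRMTs in this test. The thylakoid membrane protein transcript Glyma.07G019400-1 changed by -2.12 on the log2 scale at DR1 (SE 0.23, adjusted p = 0.0004) and by -4.11 from DR1 to DR2 (SE 0.23, adjusted p = 6.9e-06). Of the PSII subunit 6 transcripts, Glyma.05G119000-1 changed by -2.07 and -5.86 and Glyma.08G074000-1 by -2.36 and -5.69. The cytochrome b6f transcripts Glyma.07G163600-1 and Glyma.20G008600-1 changed by -2.46 and -2.24 at DR1. The chlorophyll binding transcripts ranged from -4.77 for Glyma.16G165200-1 to -2.09 for Glyma.16G165500-1 at DR1, and from -5.38 for the latter to -2.80 for the former at DR2. The ATPC1 transcript Glyma.13G204800-2 changed by -2.59 at DR1 and then fell by at least 27.2-fold, to a level that was not above background. Glyma.02G305400-1 changed by only -0.92 at DR1 (SE 0.25, adjusted p = 0.025) and was not a DRT, whereas its change from DR1 to DR2 was -5.28 (SE 0.25, adjusted p = 3.6e-06).
Some calls depended on single arrays. Without DR1 replicate 1, both Glyma.05G119000-1 and Glyma.16G165500-1 changed by -1.92 at DR1, and the former did so without WT1 replicate 1 as well. Taking the median over probes in place of the mean, Glyma.16G165200-1 changed by -1.18 from DR1 to DR2. The treat test kept the calls at DR1 of Glyma.16G165200-1 and Glyma.16G165800-1 and did not call the other 8, and it did not call Glyma.16G165200-1 at DR2.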

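All 7 different transcripts were DRMTs. The oxidoreductase transcripts Glyma.12G222200-1, Glyma.12G150400-1 and Glyma.06G247100-1 changed by -2.25, -4.02 and -4.08 on the log2 scale at DR1 against WT1 (SE 0.20, 0.26 and 0.25), and by -5.40, -3.84 and -3.97 from DR1 to DR2. For the tetrapyrrole binding transcripts Glyma.12G052500-1 and Glyma.11G127800-1 the changes were -3.26 and -3.04 at DR1 (SE 0.23 for both), and -5.09 and -4.94 at DR2. The glutamyl-tRNA reductase transcripts Glyma.02G218300-1 and Glyma.14G185700-1 changed by -3.27 and -3.26 (SE 0.20 and 0.21) and then by -4.50 and -5.34. The adjusted p of these 7 lay between 4.9e-05 and 0.0002 at DR1. With the treat test, Glyma.11G127800-1 and Glyma.12G222200-1 were not called at DR1.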

Hormone metabolism was also affected by cytochrome b561/ferric reductase (Glyma.07G055800-1), and auxin-responsive family protein (Glyma.02G049200-1), GAST1 protein homolog 4 (Glyma.09G238300-1), and gibberellin 2-beta-dioxygenase (Glyma.11G003200-1) expression levels were decreased. 

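Each of these 4 transcripts was a DRMT, and for 3 of them a call depended on a single array. The cytochrome b561 transcript Glyma.07G055800-1 changed by -2.58 on the log2 scale at DR1 (SE 0.29, adjusted p = 0.00047). At DR2 it was not above background, and its further fall was at least 3.97-fold. Its fitted change of -2.01 became -1.90 without DR1 replicate 2 and -1.79 without DR2 replicate 2. The auxin-responsive transcript Glyma.02G049200-1 changed by -2.41 (SE 0.28, adjusted p = 0.00056) and then fell by at least 2.27-fold, with a fitted change of -2.10 that became -1.93 without DR1 replicate 1. The GAST1 homolog transcript Glyma.09G238300-1 changed by -2.91 and -2.58 (SE 0.23 for both, adjusted p = 0.00012 and 5.2e-05). The gibberellin 2-beta-dioxygenase transcript Glyma.11G003200-1 changed by -2.32 (SE 0.40, adjusted p = 0.0031) and -3.26 (SE 0.40, adjusted p = 0.00027), and the former value became -1.73 without WT1 replicate 2. Glyma.07G055800-1 and Glyma.02G049200-1 also fell short of 4-fold at DR2 with an offset of 50 (-1.08 and -0.83) and with the 75th percentile in place of quantile normalization (-1.81 and -1.66). The former alternative also left Glyma.02G049200-1 below 4-fold at DR1 (-1.69). The treat test called none of the 4 at either step.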

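Of 7 peptidase transcripts named in the paper, 6 were DRMTs. Glyma.05G152200-1 changed by -3.57 on the log2 scale at DR1 (SE 0.24, adjusted p = 6.8e-05) and by -2.03 from DR1 to DR2 (SE 0.24, adjusted p = 0.00022), a value that became -1.80 without DR1 replicate 2 and -1.94 with the median over probes. Glyma.04G044600-1 and Glyma.06G045100-1 changed by -3.23 and -3.89 at DR1 (SE 0.27 and 0.30), and at DR2 both were at background after falls of at least 11.7-fold and 18.6-fold. Glyma.14G087500-1 changed by -2.37 (SE 0.57, adjusted p = 0.015) and -4.51 (SE 0.57, adjusted p = 0.00033), and its call at DR1 was lost whichever WT1 or DR1 array was left out. Glyma.17G236800-1 changed by -4.15 (SE 0.57, adjusted p = 0.001) and -2.47 (SE 0.57, adjusted p = 0.0065), and the latter became -1.39 without DR2 replicate 1. The subtilase transcript Glyma.16G018900-1 changed by -2.10 (SE 0.46, adjusted p = 0.0098) and -2.96 (SE 0.46, adjusted p = 0.00095), and the former became -1.80 without WT1 replicate 2 and -1.83 without DR1 replicate 1. Another subtilase transcript, Glyma.07G050200-1, was not called, with -1.66 at DR1 (SE 0.23, adjusted p = 0.0012) and -1.87 at DR2, where it was at background and had fallen by at least 1.55-fold. Its change at DR2 was called without DR1 replicate 2 (-2.04) and without DR2 replicate 2 (-2.02), and in the authors' normalized table both changes were called, at -2.63 and -3.92.
With an offset of 50, the call at DR1 of Glyma.16G018900-1 was lost (-1.86), as were those at DR2 of Glyma.05G152200-1, Glyma.16G018900-1 and Glyma.17G236800-1 (-1.44, -1.66 and -1.95). With the treat test the same 3 were not called at DR2, and Glyma.04G044600-1, Glyma.14G087500-1, Glyma.16G018900-1 and Glyma.17G236800-1 were not called at DR1.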

Protein degradation processes mediated by serine-type endopeptidase (Glyma.05G152200-1), subtilase family protein (Glyma.16G018900-1 and Glyma.07G050200-1), and serine-type endopeptidase (Glyma.04G044600-1, Glyma.06G045100-1, Glyma.14G087500-1, and Glyma.17G236800-1) were repressed.

### Co-expression Networks

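Supplementary Table 3D, which groups the memory transcripts with Arabidopsis equivalents, holds 259 different transcripts. Here 239 were DITs and 229 were DIMTs. Their median rise was 2.89 on the log2 scale at DR1 against WT1, or 2.77 with 90 transcripts that were dim at WT1 at their lower bounds. Every one of them was higher at DR2 than at DR1, with a median rise of 2.94. The paper chose the list on these same arrays, so these values are not independent evidence. The network itself rests on Arabidopsis data that were not used here.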

The 392 transcripts in the DIMT group were equivalent to 172 Arabidopsis genes that constitute 11 groups including 6 major clusters, as shown in the network diagram (Figure 2A). 

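Of 64 different transcripts listed for cluster I, 56 were DITs and 51 were DIMTs. The median rise of the 64 was 3.39 on the log2 scale at DR1 against WT1 and 3.07 from DR1 to DR2. At WT1, 27 of them were dim, and with these at their lower bounds the former median was 3.11.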

The largest group, cluster I, comprises 68 soybean gene transcripts equivalent to 34 Arabidopsis genes (Supplementary Table 3D). This group of genes includes Glyma.19G147200-1 (LEA group 1 domain-containing protein), Glyma.10G277800-1 (Myb family transcription factor), Glyma.19G009100-1 (formate dehydrogenase), Glyma.01G195500-2 (ACT domain repeat 1), Glyma.06G177800-1 (C2 domain-containing protein/GRAM domain-containing protein), and Glyma.12G088300-1 (NAD^+^ ADP-ribosyltransferase). 

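Of these transcripts, Glyma.06G177800-1 and Glyma.12G088300-1 were not above background at WT1 and rose at DR1 by at least 14.3-fold and 15.4-fold. They rose from DR1 to DR2 by 5.00 (SE 0.50, adjusted p = 9.3e-05) and 3.86 (SE 0.57, adjusted p = 0.0007) on the log2 scale. The formate dehydrogenase transcript Glyma.19G009100-1 rose by 2.20 (SE 0.27, adjusted p = 0.00065) and then by 2.07 (SE 0.27, adjusted p = 0.00037). Its rise at DR2 became 1.97 without DR1 replicate 2, and its rise at DR1 became 1.94 with the 75th percentile in place of quantile normalization. The LEA transcript Glyma.19G147200-1 rose by 7.78 at DR1 (SE 1.37, adjusted p = 0.0035), and its further rise of 2.77 (SE 1.37, adjusted p = 0.12) was not called. Its WT2 replicates differed widely (SD 3.6), and without either of them this rise was called. The Myb transcript Glyma.10G277800-1 rose by 1.37 (SE 0.31, adjusted p = 0.01) and 1.99 (SE 0.31, adjusted p = 0.00087), neither of which was past 4-fold. The latter was called at 2.05 without DR1 replicate 1, at 2.46 without DR2 replicate 2 and at 2.26 with the 75th percentile in place of quantile normalization. No probe of Glyma.01G195500-2 was well above background on both arrays of a condition, so it was not tested. The treat test called none of the 5 tested transcripts at DR1.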

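Supplementary Table 3D lists 30 different transcripts for cluster II, and 26 of them were DIMTs here. The median rise of the 30 was 3.30 on the log2 scale at DR1 against WT1, or 2.82 with lower bounds for 12 of them, and 3.22 from DR1 to DR2. The 2-nitropropane dioxygenase transcript Glyma.08G178100-1 rose by 3.61 (SE 0.35, adjusted p = 0.00026) and then by 5.64 (SE 0.35, adjusted p = 1.1e-05). Glyma.01G146500-1, a ubiquitin-protein ligase transcript, was dim at WT1, rose by at least 8.13-fold and then by 4.89 (SE 0.39, adjusted p = 3.4e-05). With an offset of 50 it rose by 1.93 at DR1 and was not called. Glyma.19G137400-1 rose by at least 1.90-fold at DR1, with a fitted change of 1.05 that was not called, and by 3.32 from DR1 to DR2 (SE 0.20, adjusted p = 9.7e-06). The changes of Glyma.16G203500-1 were 0.59 (SE 0.23, adjusted p = 0.088) and 1.09 (SE 0.23, adjusted p = 0.0043). Those of Glyma.11G242900-1, which was dim at WT1, were 0.21 (SE 0.23, adjusted p = 0.54) and 0.75 (SE 0.23, adjusted p = 0.024), and the former was -0.07 with the 75th percentile in place of quantile normalization. The treat test did not call Glyma.08G178100-1 or Glyma.01G146500-1 at DR1.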

The second largest group (cluster II) was composed of 31 soybean gene transcripts equivalent to 17 Arabidopsis members, including Glyma.08G178100-1 (2-nitropropane dioxygenase family/NPD family), Glyma.16G203500-1 (C_3_HC_4_-type ring finger protein), Glyma.19G137400-1 (transferase, transferring glycosyl groups), Glyma.11G242900-1 (epsin N-terminal homology domain-containing protein/clathrin assembly protein-related), and Glyma.01G146500-1 (protein binding/ubiquitin-protein ligase/zinc ion binding).

**FIGURE 2:**
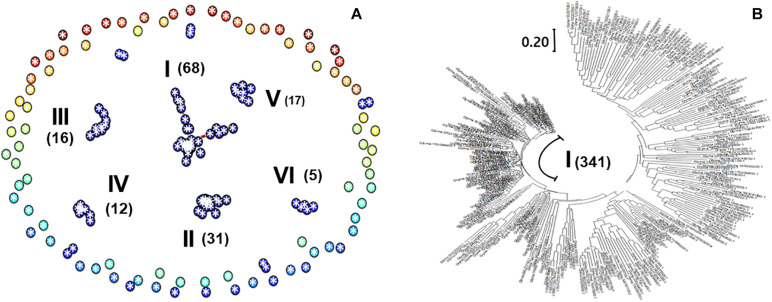
Co-expression networks. The criteria for a depth search of 0 with an absolute correlation value of 0.65 were applied in ArabidopsisNet (http://bioinfo.mju.ac.kr/arraynet/Arabidopsis). **(A)** Network diagram for soybean drought-induced memory genes. Circles represent soybean genes equivalent to Arabidopsis genes. The 392 soybean transcripts equivalent to 172 Arabidopsis genes form 11 groups, including six major clusters (I–VI). Numbers of associated members are presented in the parentheses. **(B)** A tree diagram of soybean drought-repressed gene transcripts. A tree consisting of 102 clusters was produced for 613 soybean drought-repressed gene transcripts. The Newick format was first employed with 349 Arabidopsis equivalent genes; then, the genes were replaced with representative soybean transcripts. The tree was drawn with the MEGA X program (Kumar et al., 2018).

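Supplementary Table 3E holds 468 different transcripts, of which 441 were DRTs and 423 were DRMTs. At DR1 all of them were lower than at WT1, with a median change of -2.59 on the log2 scale. From DR1 to DR2, 467 of them were lower, and the median change was -2.97, or -2.89 with 141 transcripts that were dim at DR2 set to their bounds. This list, too, was chosen on these same arrays.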

Using the 613 DRMTs, a tree diagram consisting of 102 clusters was produced with 311 Arabidopsis equivalents (Figure 2B). 

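Of the 323 different transcripts listed for the largest cluster of the DRMT tree, 302 were DRTs and 289 were DRMTs. Their median change was -2.58 on the log2 scale at DR1 against WT1 and -3.00 from DR1 to DR2, or -2.94 with 71 transcripts at their bounds. The cytochrome b6f transcripts Glyma.07G163600-1 and Glyma.20G008600-1 changed by -5.78 (SE 0.31, adjusted p = 5.8e-06) and -5.94 (SE 0.29, adjusted p = 4.1e-06) from DR1 to DR2. The chlorophyllide a oxygenase transcript Glyma.14G150600-1 changed by -2.80 at DR1 (SE 0.22, adjusted p = 0.00012) and -3.34 at DR2 (SE 0.22, adjusted p = 1.3e-05). The PsbP family transcripts Glyma.03G230300-1 and Glyma.19G227400-1 changed by -2.93 and -2.84 at DR1 (SE 0.27 and 0.24). At DR2 the former changed by -3.74 (SE 0.27, adjusted p = 2.2e-05), and the latter, which was at background there, fell by at least 9.07-fold. The treat test called none of these 5 transcripts at DR1.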

The first major group was composed of 341 transcripts that equivalent to 203 Arabidopsis genes (Supplementary Table 3E), including those encoding cytochrome b6f complex subunit (Glyma.07G163600-1, Glyma.20G008600-1, and Glyma.07G163600-1), chlorophyllide a oxygenase (Glyma.14G150600-1), and photosystem II reaction center PsbP family protein (Glyma.03G230300-1 and Glyma.19G227400-1).

### qRT-PCR Analysis

We randomly selected eight DIMT genes that appeared to be involved in drought memory response and performed qRT-PCR analysis to confirm the microarray data. 

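On the arrays, 6 of the 8 transcripts were DIMTs. Glyma.04G042300-1, Glyma.06G061900-1 and Glyma.20G155100-1 were not above background at WT1 and rose at DR1 by at least 5.68-fold, 6.03-fold and 8.21-fold. They then rose by 6.08 (SE 0.34, adjusted p = 6.7e-06), 3.19 (SE 0.41, adjusted p = 0.00037) and 2.54 (SE 0.61, adjusted p = 0.0082) on the log2 scale from DR1 to DR2. Without DR2 replicate 1, the last of these rises was 1.53 and was not called. Glyma.U018200-1 rose by 3.65 (SE 0.57, adjusted p = 0.0019) and 4.39 (SE 0.57, adjusted p = 0.00037). Glyma.12G116800-1 rose by 3.32 (SE 0.30, adjusted p = 0.00019) and 3.22 (SE 0.30, adjusted p = 6.3e-05). Glyma.12G149100-1 rose by 6.42 (SE 1.17, adjusted p = 0.004) and 4.35 (SE 1.17, adjusted p = 0.013), and without DR1 replicate 2 the latter, at 4.11, was not called. Glyma.03G144400-1 rose by 10.71 at DR1 (SE 1.80, adjusted p = 0.0027), and its rise from DR1 to DR2 of 2.07 (SE 1.80, adjusted p = 0.36) was not called. Its WT2 replicates differed widely (SD 5.2), and without either of them this rise was called. Glyma.11G025600-1 was not a DIT here. With an offset of 50, Glyma.04G042300-1, Glyma.06G061900-1, Glyma.20G155100-1 and Glyma.U018200-1 rose by 1.52, 1.59, 1.94 and 1.93 at DR1 and were not called, and the treat test called none of the 8 transcripts at DR1.

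**Figure D3:**
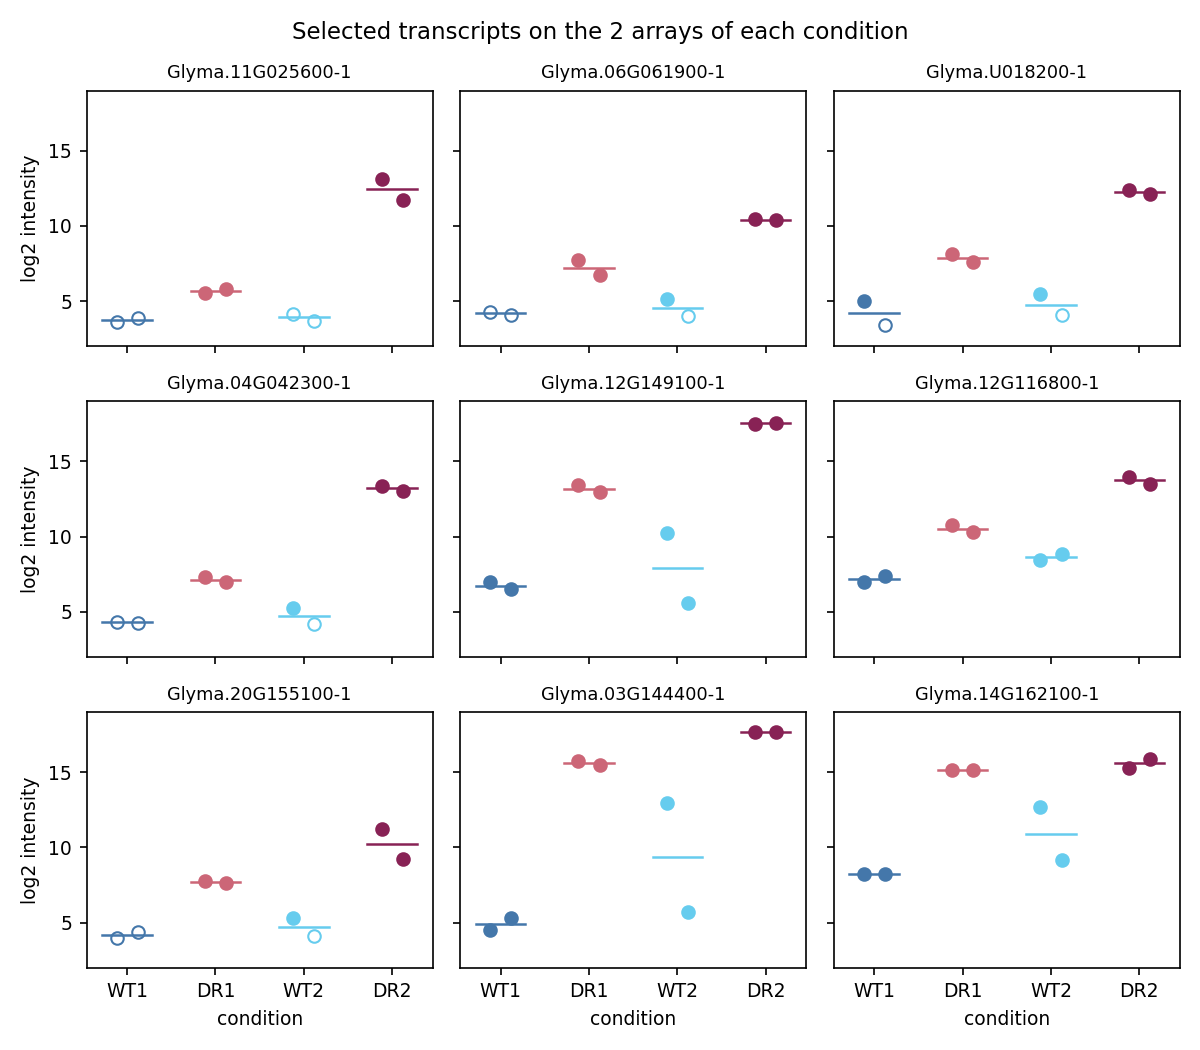
Log2 intensity (y axis) of the 8 selected transcripts and of the PP2C transcript Glyma.14G162100-1 on the 2 arrays of each condition (x axis). Filled points are well above background, open points are not, and short lines are means. In all 9 panels the mean at DR2 is the highest, and for Glyma.12G149100-1, Glyma.03G144400-1 and Glyma.14G162100-1 the WT2 arrays lie far apart.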

For each gene, a set of specific PCR primers was designed (Supplementary Figure 5), and their sequence specificity was examined by PCR with soybean genomic DNA.

The DIMT genes we tested included those containing domains encoding thaumatin (osmotin), WRKY, SMP (responsive ABA), MYB, NAM (NAC), PP2C, AP2 (DREB-responsive element), and LEA. These genes were also highly induced in the secondary drought stress conditions (Figure 3), confirming that the overall qRT-PCR data were consistent with the microarray data. In this experiment, the expression pattern of a PP2C gene (Glyma.14G162100-1) homologous to Arabidopsis *HAI1* was tested as a negative control. Transcript levels of this gene in the first and second stage of drought stress were comparable to each other. Thus, this gene is not a stress memory gene, but a simple drought-responsive gene.

**FIGURE 3:**
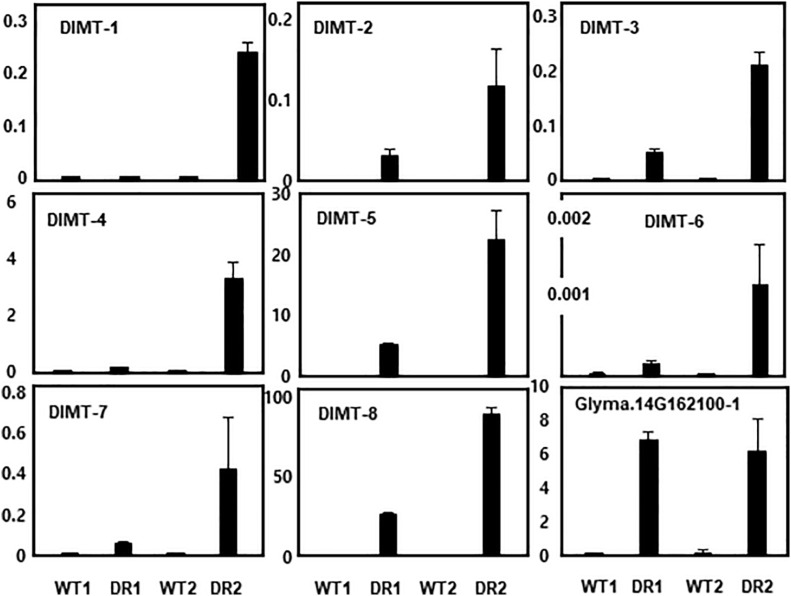
qRT-PCR analysis of selected drought stress memory genes (DIMTs). Eight DIMTs were selected and their expression levels were determined by qRT-PCR. DIMT-1, Glyma.11G025600-1; DIMT-2, Glyma.06G061900-1; DIMT-3, Glyma.U018200-1; DIMT-4, Glyma.04G042300-1; DIMT-5, Glyma.12G149100-1; DIMT-6, Glyma.12G116800-1, DIMT-7, Glyma.20G155100-1; DIMT-8, Glyma.03G144400-1. Transcript levels of a drought inducible gene (Glyma.14G162100-1) were used as a negative control (non-stress memory gene).

## Discussion

We identified 392 DIMTs and 613 DRMTs in soybean through microarray analysis (Supplementary Table 1B). The DIMTs exhibiting significantly elevated transcript levels were involved in tolerance responses to abiotic stresses. The DIMTs include those encoding transcription factors, a trehalose biosynthesis enzyme, LEA proteins, and PP2C family proteins. Trehalose is a non-reducing disaccharide that has high water-holding activity and thereby maintains membrane fluidity under low-water conditions (Iordachescu and Imai, 2008; Delorge et al., 2014). LEA proteins are extremely hydrophilic; thus, the accumulation of these proteins gives plants the desiccation tolerance necessary for dealing with water-deficit stress (Hundertmark and Hincha, 2008; Hand et al., 2011). PP2Cs negatively regulate ABA-activated signaling by counteracting protein kinases, allowing plant cells to maintain the phosphorylation balance needed to control ABA signaling processes (Ma et al., 2009; Umezawa et al., 2009). By contrast, DRMTs exhibiting highly reduced levels of transcripts under second drought conditions include those involved in photosynthesis and primary metabolism.

However, it appears that gene sequence homology or protein structure does not determine whether the gene displays a memory function or is simply a drought-responsive gene. For example, among the 31 drought-induced transcripts encoding PP2C family proteins, only 10 exhibited expression patterns indicative of memory function (Table 1). 

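The paper chose the entries of Supplementary Table 2B for a rise at DR1 on these same arrays. Those available hold 27 PP2C transcripts, of which 26 were DITs and 7 were DIMTs in this test. Their median rise was 3.30 on the log2 scale at DR1 against WT1, or 2.93 with 6 dim transcripts at their lower bounds. From DR1 to DR2 the median change was 0.88, with values between -1.52 and 3.61. Glyma.14G162100-1 rose by 6.94 at DR1 (SE 0.89, adjusted p = 0.00081) and by 0.42 from DR1 to DR2 (SE 0.89, adjusted p = 0.72). Its WT2 replicates differed by more than those of the other conditions (SD 2.5).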

As confirmed in a qPCR experiment (Figure 3), transcript levels of the PP2C gene (Glyma.14G162100-1) homologous to Arabidopsis *HAI1* in the first and second stage of drought stress were comparable to each other. Thus, this gene is not a stress memory gene; rather, it is a simple drought-responsive gene. Supporting this observation, the Arabidopsis gene *RD29B* displayed a memory function, whereas its homologous copy *RD29A* was non-trainable during repeated dry stress (Ding et al., 2012). Revealing the molecular mechanisms of transcriptional memory responses is critical for defining the characteristics of stress memory genes.

The soybean drought-induced stress memory genes identified in this study included those involved in the dehydration memory responses of Arabidopsis (Ding et al., 2013). In Arabidopsis, genes implicated in responses to salt, salinity, cold/heat acclimation, and ABA constitute approximately one quarter of the drought-induced memory genes, in addition to LEA genes (Ding et al., 2013). Genes of chloroplast and thylakoid membrane-associated functions comprised the dehydration-repressed memory genes. Co-expression networks revealed that the soybean drought memory genes were equivalent to Arabidopsis genes having similar functions. Thus, dehydration stress memory in both dicot plants implies reinforcement of the cellular metabolic processes needed for adaptive and protective functions and repression of photosynthesis.

However, studies of other crop plants identified drought memory genes that function in species-specific ways, as well as genes that function similarly. *Z. mays* exhibited a conserved pattern of memory responses to dehydration stress, as also observed in Arabidopsis (Ding et al., 2014). However, comparison of the cellular functions encoded by the memory genes in the two species revealed remarkable differences. *Z. mays* proteins associated with only four chloroplast and two thylakoid membrane functions were encoded by drought-repressed memory genes, in contrast with the 128 Arabidopsis drought-repressed memory genes implicated in these functions. *Z. mays* genes implicated in abiotic stress responses were also represented by much lower numbers of drought-repressed memory genes than in Arabidopsis.

In the case of potato, drought was memorized by genes involved in photosynthesis, signal transduction, sugar metabolism, flavonoid metabolism, and the biosynthesis of protease and protease inhibitors, transporters, and transcription factors (Chen et al., 2020). The expression levels of most photosynthesis-related genes during the second drought were higher than during the first drought. In addition, Li et al. (2019) identified clusters of rice stress memory gene transcripts involved in ABA signaling, the production of protective substances, and processes such as photosynthesis and DNA methylation. Interestingly, most memory transcripts associated with photosynthesis were sharply reduced by the first drought treatment, and then maintained at a stable level with the subsequent drought treatments. Thus, it appears that photosynthesis efficiency in rice plants was decreased by the initial drought stress, but recovered and improved during the subsequent treatments.

Wide exploitation of drought stress memory to improve crop yield has been hampered by the fact that stress-induced memories are relatively short term (Kinoshita and Seki, 2014; Avramova, 2015). In Arabidopsis, dehydration stress-induced transcriptional memory persists for 5 days under watered conditions (Ding et al., 2012). In most cases, the duration of a somatic memory is limited to one generation (Lämke and Bäurle, 2017). The acquired stress memory may be reset during recovery, subsequent growth, and meiosis, as observed in mammalians (Crisp et al., 2016). How plants overcome such resetting processes during meiosis, to transmit the stress memory to the next generation, remains to be intensively investigated.

The drought stress memory genes identified in this study will facilitate research on the epigenetic mechanisms and biotechnological applications of drought stress memory. Studies of the chromatin architecture of the gene loci should make it possible to understand the nature of the memory response. In addition, the memory genes could be used as markers to assess the transmission of an acquired memory across generations in soybean, and to develop proper priming techniques (method, strength, frequency, interval, etc.) to prolong the memory in the next generation or even farther.

## Data Availability Statement

The data can be accessed using the accession number GSE153660 on NCBI.

## Author Contributions

Y-KK designed the DNA chip and conducted the bioinformatics analyses. SC, N-IO, and NN performed the experiments. J-JC designed the whole research scheme and interpreted the data. Y-KK and J-JC wrote the manuscript. J-JC edited the manuscript. All the authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Recurrent Drought Conditions Enhance the Induction of Drought Stress Memory Genes in Glycine max L
**Source:** Front Genet. 2020 Oct 9;11:576086. doi: 10.3389/fgene.2020.576086
**Supplement:** Supplementary file 1

# Recurrent drought conditions enhance the induction of drought stress memory genes in *Glycine max* L.

Yeon-Ki Kim, Songhwa Chae, Nam-lee Oh, Nguyen Hoai Nguyen, and Jong-Joo Cheong\*

## **Supplementary Figure 1.**

Drought treatment of soybean seedlings.

## **Supplementary Figure 2.**

Experimental design for identification of drought memory genes.

## **Supplementary Figure 3.**

Normalization of microarray data.

## **Supplementary Figure 4.**

Gene Ontology (GO) terms.

## **Supplementary Figure 5.**

Selected drought stress memory genes (DIMTs) analyzed by qRT-PCR.

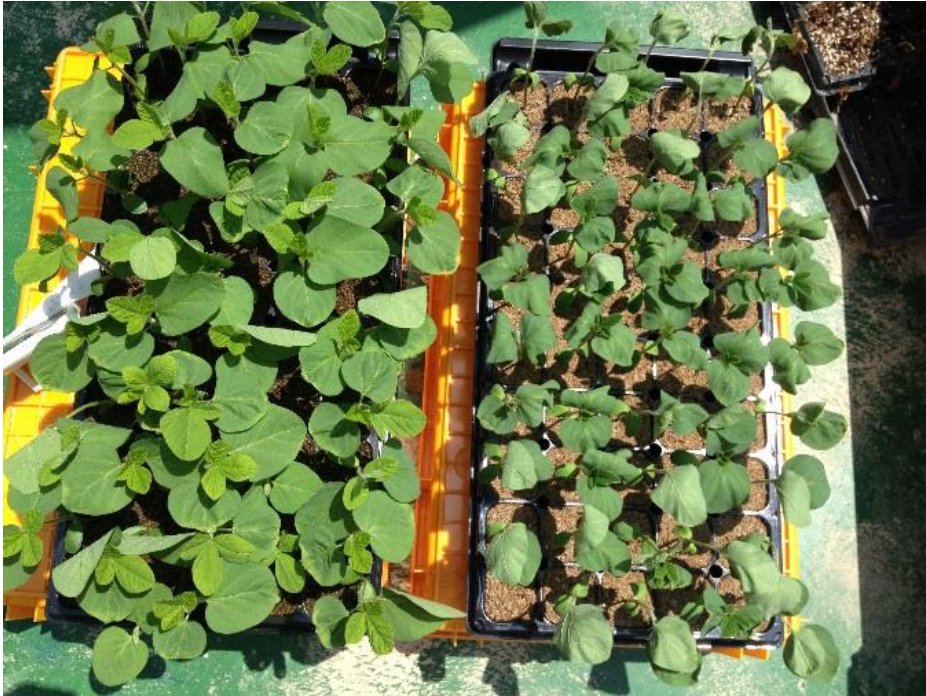

**WT1**

**DR1**

**Supplementary Figure 1.** Drought treatment of soybean seedlings. Soybean seeds were sown on potting soil at 1.5-cm depth in a 50-well plate with one seed per well (35 mm W × 35 mm L × 45 mm D), and grown in a growth chamber at 28°C and 50–60% relative humidity under a 16-h light (8,000 lux)/8-h dark photoperiod. Water was supplied from the watering tray located beneath the plate. The seedlings were grown for 7 d, then supplied with water (WT1) or exposed to drought stress by removal of the water tray (DR1) for 4 d.

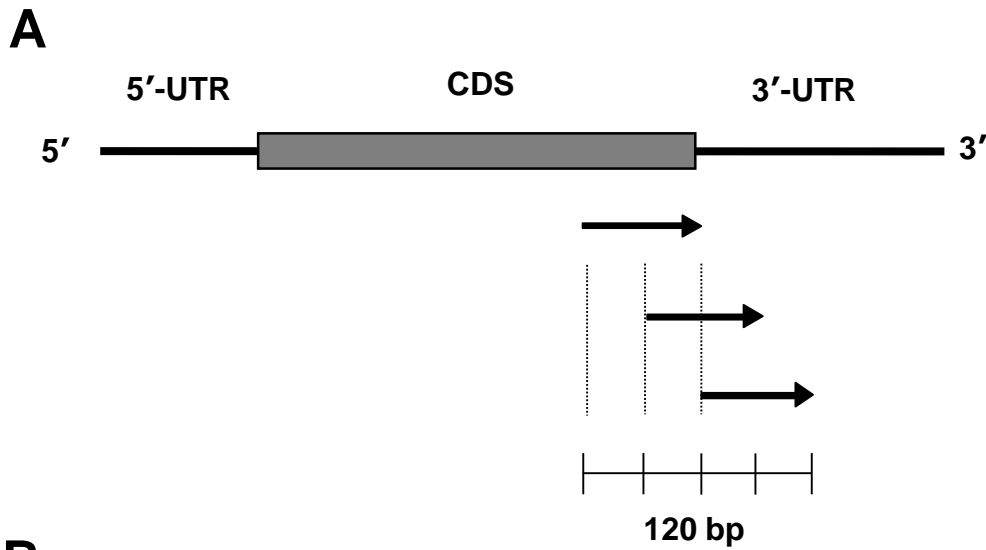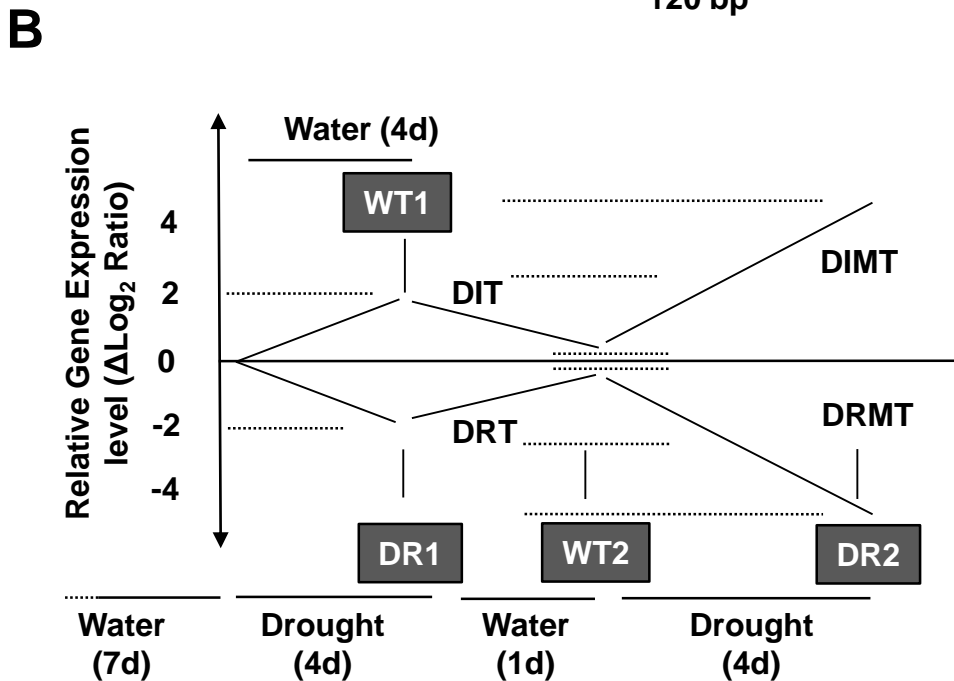

**Supplementary Figure 2.** Experimental design for identification of drought memory genes. (A) Probe design for soybean chromosomal genes. Three 60-nt feature probes were designed from a representative transcript of each gene, beginning 60 bp upstream from the end of the stop codon and shifting downstream at 30-bp intervals. (B) Sampling of drought-treated soybean leaves. Soybean seedlings were grown for 7 d, then exposed to drought stress by removal of the water tray for 4 d. From the normalized microarray data, the primary drought-responsive transcripts (induced or repressed at the first drought treatment) were determined. DIT, drought-induced transcript; DRT, drought-repressed transcript; DIMT, drought memory-increased transcript, DRMT, drought memory-decreased transcript.

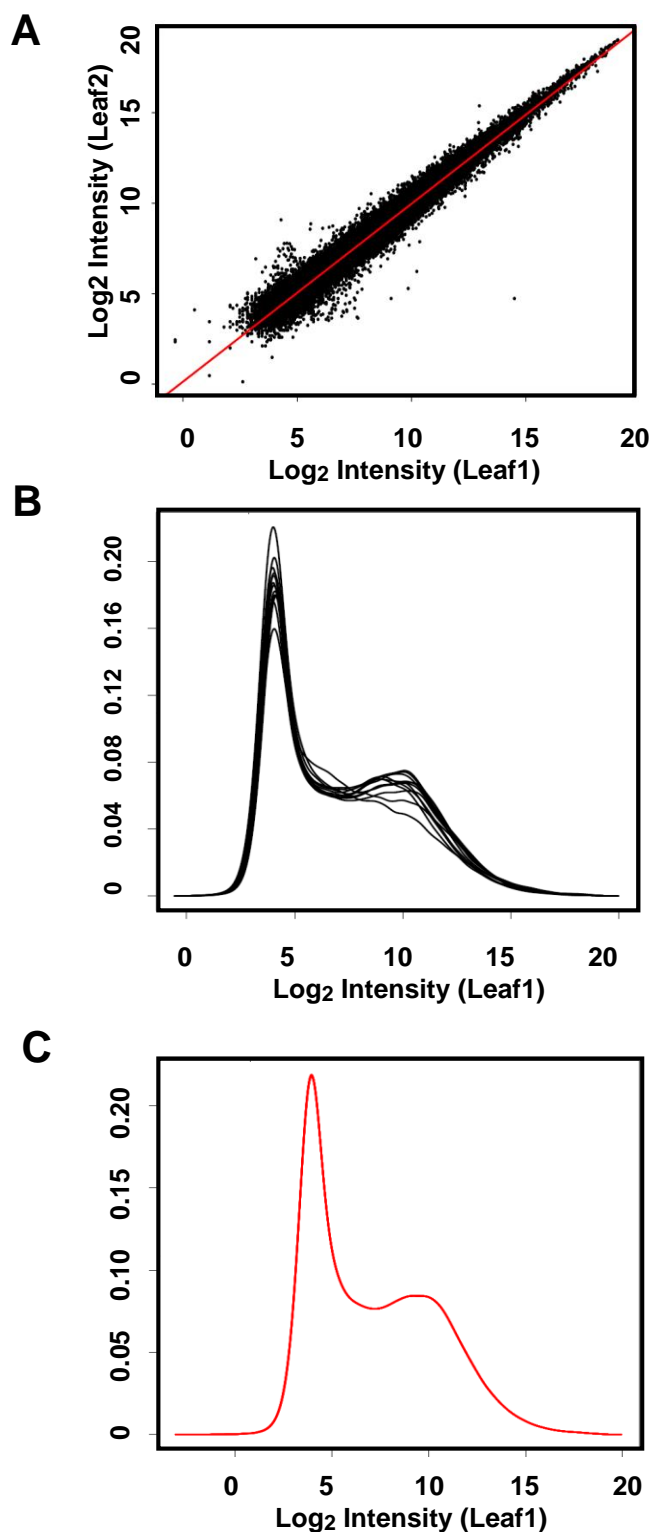

**Supplementary Figure 3.** Normalization of microarray data. The data were processed using the Limma package in the R computing environment ([www.bioconductor.org/](http://www.bioconductor.org/)). The distribution of probe intensities from eight microarray datasets was analyzed using the plotDensities function. Frequency densities before and after normalization were plotted against log2-based intensities. (A) Consistency between microarrays. Log2-based intensities of two WT1 samples were compared. Linear model:  $y = 0.98x + 0.14$ . Pearson correlation coefficient: 0.97. (B) Signal distribution after background correction. (C) Normalization between slides.

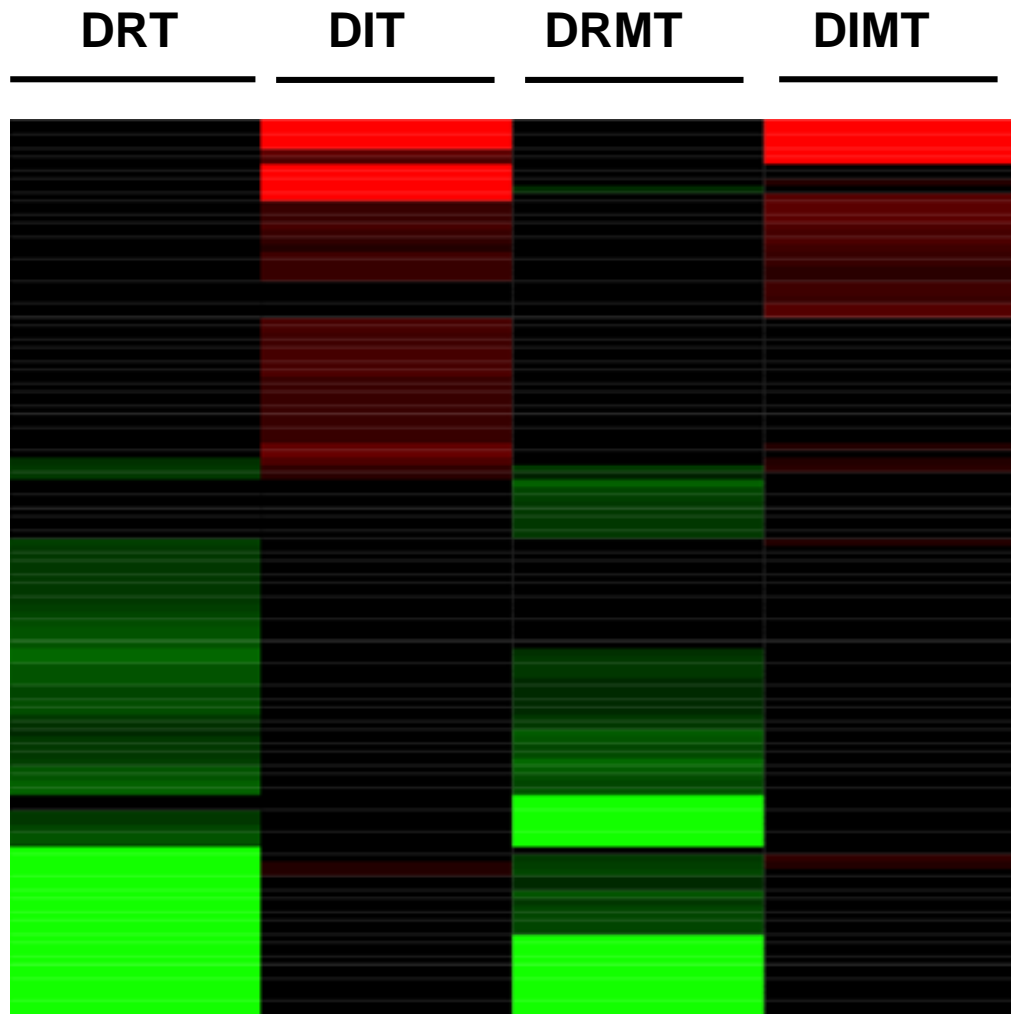

**Supplementary Figure 4.** Gene Ontology (GO) terms. Compared with transcription levels in well-watered soybean plants, genes that decreased (DRT) or increased (DIT) 4-fold after the first drought stress treatment were identified. To find the genes involved in the drought memory process, the plants were re-watered and then water deprived a second time (second stress). GO terms of genes that decreased (DRMT) or increased (DIMT) 4-fold, when compared to those observed under the first drought stress, were considered to be drought stress memory terms.

| SMG    | SEQ_ID<br>(Glyma.) | Log2[Fold Change] |         |         |         | Domain               |
|--------|--------------------|-------------------|---------|---------|---------|----------------------|
|        |                    | DR1/WT1           | WT2/WT1 | DR2/WT1 | DR2/DR1 |                      |
| DIMT-1 | 11G025600-1        | 2.069             | 0.219   | 8.774   | 6.705   | PF00314.15 Thaumatin |
| DIMT-2 | 06G061900-1        | 3.166             | 0.383   | 6.307   | 3.141   | PF03106.13 WRKY      |
| DIMT-3 | U018200-1          | 3.775             | 0.563   | 8.066   | 4.291   | PF04927.10 SMP       |
| DIMT-4 | 04G042300-1        | 2.965             | 0.480   | 8.948   | 5.983   | PF00249.29 MYB       |
| DIMT-5 | 12G149100-1        | 6.320             | 1.141   | 10.568  | 4.248   | PF02365.13 NAM       |
| DIMT-6 | 12G116800-1        | 3.264             | 1.434   | 6.430   | 3.166   | PF00481.19 PP2C      |
| DIMT-7 | 20G155100-1        | 3.629             | 0.597   | 6.123   | 2.494   | PF00847.18 AP2       |
| DIMT-8 | 03G144400-1        | 10.630            | 4.436   | 12.657  | 2.027   | PF03760.13 LEA_1     |
|        | 14G162100-1        | 6.808             | 2.629   | 7.211   | 0.430   | PF00481.19 PP2C      |

| Genes                 | primer | Sequence (from 5'-3')     | PCR product size (bp) |
|-----------------------|--------|---------------------------|-----------------------|
| DMIT-1                | FW     | TTTGAAGGTCAGATTTATGTGCG   | 70                    |
|                       | RV     | AACCAGTGCTGGATTGCTACA     |                       |
| DMIT-2                | FW     | TGATTACCGAAACACTACTTGGA   | 136                   |
|                       | RV     | CCTATTGGAAGGACTGAGGCA     |                       |
| DMIT-3                | FW     | AAATGACGCCGATGCGATTG      | 121                   |
|                       | RV     | TCGCATGACGTGACTGTTGA      |                       |
| DMIT-4                | FW     | TGCAAACCGATGCCATTAGG      | 139                   |
|                       | RV     | ATCACTATTTCTCTGCGATTTACC  |                       |
| DMIT-5                | FW     | GGGTCAGCAAGTTGAGTTCCG     | 140                   |
|                       | RV     | TGTGTCTAGCCGAAAAGAATGAC   |                       |
| DMIT-6                | FW     | GGCAAGTCACGTGCTCAAAA      | 200                   |
|                       | RV     | TGGTGTTCCAAACCCTGCTT      |                       |
| DMIT-7                | FW     | TGGGACAAGTAGAATAGTGTCGG   | 70                    |
|                       | RV     | TTTGGACACCTAAAATGAGCAACC  |                       |
| DMIT-8                | FW     | AACCTAAGTGAGAAACAAAGAAAGG | 136                   |
|                       | RV     | GCCTTGGTTTTCTCCATGCC      |                       |
| Glyma.<br>14G162100-1 | FW     | ACTTGCCAGACGAAGATCCG      | 76                    |
|                       | RV     | CAGAATCCACCGCCAGAAGT      |                       |
| 60S RNA<br>(standard) | FW     | AAAGTGGACCAAGGCATATCGTCG  | 125                   |
|                       | RV     | TCAGGACATTCTCCGCAAGATTCC  |                       |

**Supplementary Figure 5.** Selected drought stress memory genes (DIMTs) analyzed by qRT-PCR. Eight DIMTs were selected and their expression levels were determined by qRT-PCR. Transcript levels of a drought inducible gene (DIT-1) were used as a negative control (non-stress memory gene)..Primers used for qRT-PCR in this study. FW, forward primer sequence; RV, reverse primer sequence.

How the deposited data were processed for this re-analysis (not part of the article)

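RNA from leaves of soybean seedlings was hybridised to 8 single-colour arrays, with 2 biological replicates for each of the conditions WT1 (well watered), DR1 (first drought), WT2 (watered again for 1 day) and DR2 (second drought of 4 days). The paper's text and the treatment protocol of the samples give the first drought as 4 days and the sample labels as 4 hours, and the paper's value was used. All grouping follows the sample labels. The WT1 and DR1 arrays were on 1 slide of 4 arrays and the WT2 and DR2 arrays on the other, as the file headers show.

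Per the file headers, the deposited intensities of each array are raw spot medians and local background medians from the Feature Extraction software, together with a processed signal from which that software had subtracted the background. Each array file gave 7 columns that were used here and 7 others that were not used. The authors also deposited a table of intensities for 60386 transcripts, with 8 sample columns, which they had corrected for background and normalized with limma. That table served as an alternative. The paper's text names limma with its linear model, empirical Bayes step and adjusted P, and leaves the background and normalization settings open.

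The median signal of each spot was corrected by its background median with limma's normexp method at an offset of 0. The mean signal had been planned for this step, but the array files hold no such column. The arrays were quantile normalized over all spots, control spots and spots that the software marked as outliers, between 2 and 11 per array, were then left out, and the log2 intensities of a transcript's probes, each with 1 spot, were averaged. A transcript was tested when at least 1 of its probes was well above background on both arrays of at least 1 condition. This left 55087 transcripts from 77681 on the array, and 2 passing transcripts were left out because a marked spot left them without a value. A linear model with a mean for each of the 4 conditions was fitted over the 8 arrays with limma's lmFit and eBayes, and P values were adjusted by the Benjamini-Hochberg method over the transcripts tested. All adjusted p values in the text are from this limma model unless another test is named.

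A transcript was called when its mean change exceeded 4-fold, 2 on the log2 scale, with an adjusted P below 0.05. DITs and DRTs are the transcripts called higher and lower at DR1 than at WT1. DIMTs are DITs called higher at DR2 than at DR1, and DRMTs are DRTs called lower. Unique-exon entries count as transcripts in these classes, with 182 among the DITs, 136 among the DRTs, 26 among the DIMTs and 33 among the DRMTs. The comparisons were DR1 against WT1, WT2 against WT1, DR2 against DR1, DR2 against WT1, DR2 against WT2, and the difference between the drought responses, (DR2 - WT2) - (DR1 - WT1). Where a transcript was not well above background on any array of its dimmer condition, a value below the lowest normalized signal of any probe well above background on that array was replaced by that signal, and the change is given as a lower bound where the text says so. No outlier test was run on groups of 2 arrays, and no other split of the samples was counted. The replicate numbers were not treated as pairs in the main fit, since the correlations of their deviations ran from -0.31 to 0.30. The paper states that 2 independent experiments were done, so the number may still mark an experiment.

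On simulated arrays with 200 transcripts changed by 3 on the log2 scale, the test recovered 198 at DR1 against WT1, 198 at WT2 against WT1 and 200 at DR2 against DR1, with 7, 5 and 1 false calls. For memory, with a change of 3 at DR1 and of another 3 at DR2, it recovered 197 of 200 transcripts with 0 false calls, and the difference between the drought responses recovered 191 with 15 false calls. The simulated noise was normal and independent, with the same SD of a transcript in every condition and no slide difference. These counts therefore do not measure false calls that a slide difference or a deviating array would give.

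The transcripts named in the text are those the paper names, and the 5 with the largest rise and the 5 with the largest fall from DR1 to DR2 among DIMTs and DRMTs and among transcripts that are neither DITs nor DRTs. The ones with the largest changes had to be called, to change by over 4-fold in both replicate numbers, and to have at least 1 probe well above background in both conditions. Other members of families that the paper names, given by name for the Dehydrin, ABA_WDS, RuBisCO_small, RbcS, LEA and Trehalose_PPase families, were chosen after their values were seen. The other rules, the comparisons of DR1 with WT1, WT2 with WT1 and DR2 with DR1, and the alternatives were chosen before the data were examined. The alternatives were the authors' normalized table, the processed signal minus each array's 75th percentile, an offset of 50, 75th-percentile in place of quantile normalization, the median over probes, no filter on dim transcripts, a filter for transcripts with the same probe well above background on all 8 arrays, outlier-marked spots kept, the replicate number as a block, the slide as a block, only the compared conditions in the fit, the treat test at 4-fold, calls without a P, and each array left out in turn.

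Signal over background limits the precision of dim transcripts, and the number of arrays limits that of all of them. Names and families of transcripts come from the parts of Supplementary Tables 2A, 2B and 2C that were available, with 1998, 1998 and 1404 entries, and from Supplementary Tables 3B to 3E. The gene name table provided for reference matched 0 of the array's loci, so no gene positions are given. Set tests of gene families, GO terms, the MapMan and network analyses and qRT-PCR were not analysed here. The computations used R 4.3.3 with limma 3.58.1, data.table 1.17.8 and jsonlite 2.0.0, and the plots used Python 3.11.15 with matplotlib 3.10.9 and pandas 2.3.3.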

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

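In this part, the tests of a slide difference and of quantile normalization for transcripts outside the DITs and DRTs, the test of a slide difference for DRTs higher at DR2, the counts without a WT2 array, and the numbers of these DITs and DRTs called again under an alternative were chosen only after the result was seen.

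The paper discusses changes from DR1 to DR2 among the DITs and DRTs. Outside these classes, 7090 transcripts were called at DR2 against DR1, 3271 higher and 3819 lower, which is 84.6% of the 8385 calls of that comparison. WT2 against WT1, which also crosses the slides, gave 244 calls. The tables argue against several technical explanations as the whole cause. Of the 7090 transcripts, 5928 (83.6%) were also called in the same direction in the difference between the drought responses, which cancels a constant slide difference. Without WT2 replicate 1 that difference held 2592 of those higher and 3060 of those lower, and without WT2 replicate 2 it held 2750 and 2979. With the 75th percentile in place of quantile normalization, 6505 of them (91.7%) were still called in the same direction, 3253 higher and 3252 lower, and with the processed signal, also scaled to the 75th percentile, 6866 were. The balance of the directions does depend on the normalization, since with the 75th percentile 3927 transcripts outside the classes so defined were called higher and 3335 lower. Among transcripts with at least 1 probe, not always the same, well above background on each of the 8 arrays, 4632 were called, 12.3% of the 37740 such transcripts outside the classes, so weak signal on the DR2 arrays does not account for them. Neither DR2 array carries the calls alone, with 5855 called without DR2 replicate 1 and 9062 without DR2 replicate 2. The number depends on the background correction, since an offset of 50 gave 4242 calls, and on the stringency of the test, since the treat test at 4-fold gave 2423.

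A candidate explanation for these calls is that the drought response of DR1 was carried further at DR2. It was examined on another set, the 12445 transcripts outside the classes called at DR2 against WT2. Of these, 10447 (83.9%) had already moved in the same direction at DR1 against WT1. The median change at DR1 was 0.64 for those higher at DR2 and -0.77 for those lower. That set can include transcripts that respond alike in both droughts, so the share shows a common direction of the drought responses. It cannot decide whether the response was carried further, and the share among the DR2 against DR1 calls was not computed. A response carried further could mean that the second drought was the more severe for the plants. No measure of plant water status was available to test this. Growth between DR1 and DR2 cannot be told apart from a more severe drought. WT2 against WT1, with 244 calls, is the only comparison of watered plants of different age, it spans less time than DR1 to DR2 does, and it includes the slide difference.

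The responses to the 2 droughts differed by over 4-fold, with an adjusted P below 0.05 for the difference itself, in 9884 transcripts (17.9% of those tested). The response to the second drought was the higher in 4196 and the lower in 5688, a majority that turned to 5271 higher and 4968 lower with the 75th percentile in place of quantile normalization and stayed, at 5899 and 7409, with the processed signal. These counts use the WT2 arrays, whose replicates differed from each other by more than those of WT1 or DR1 (median SD 0.244, against 0.173 and 0.0931). The 5928 transcripts named above are among the 9884, and the same explanations stay open for them.

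Among the DITs, 191 were called lower at DR2 than at DR1, and for 186 of them the difference between the drought responses was also past 4-fold in that direction, which argues against a constant slide difference. Without WT2 replicate 1 the number was 159, and without WT2 replicate 2 it was 190. Choosing DITs for a chance high value at DR1 would lower them at DR2, but in simulated arrays with DR2 equal to DR1, 0 DITs on average were called lower. At DR2, 168 of the 191 lay within 4-fold of WT1 and 12 were called lower than at WT1. The number depends on the settings. Of the 191, an offset of 50 called 101 both higher at DR1 than at WT1 and lower at DR2 than at DR1, the processed signal 151 and the treat test 7, which called 53 lower at DR2 than at DR1. Over the DITs that each of these settings defines, 103, 219 and 7 were called lower.

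Among the DRTs, 89 were called higher at DR2 than at DR1, and for 80 of them the difference between the drought responses was past 4-fold in that direction, with 73 without WT2 replicate 1 and 80 without WT2 replicate 2. In the simulated arrays, 0 DRTs on average were called higher by the choice of low values at DR1. Of the 89, an offset of 50 called 28 both lower at DR1 than at WT1 and higher at DR2 than at DR1, the processed signal all 89 and the treat test 3, which called 31 higher at DR2 than at DR1. The 3, chosen after their values were seen, are Glyma.04G042400-1, Glyma.04G226100-1 and Glyma.06G139300-1. Over the DRTs that each of these settings defines, 28, 237 and 3 were called higher. At DR2, 8 of the 89 were called higher than at WT1. These 8, and the 12 DITs called lower than at WT1, had moved past their WT1 level. Neither a smaller response in the second drought than in the first nor an earlier one that had ended by DR2 gives such a move. For the other transcripts among the 186 and 80, these tests leave both open as hypotheses. The design has no time series within a drought to separate them.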

How the results depend on the processing

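In this part, the counts at an unadjusted P and the numbers of calls kept under each alternative were tests chosen only after the result was seen.

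The counts of DITs, DRTs, DIMTs and DRMTs and of calls at DR2 against DR1 stayed within 1.5 times their values under the authors' normalized table, the median over probes, no filter on dim transcripts, outlier-marked spots kept, and only the compared conditions in the fit. With the replicate number as a block the fit called 1983 DITs, 2116 DRTs, 407 DIMTs and 611 DRMTs, and 216 transcripts higher and 24 lower at WT2 than at WT1. Of the transcripts called here, the authors' normalized table called 1947 of the 1983 DITs, 2061 of the 2114 DRTs, 392 of the 405 DIMTs and 590 of the 610 DRMTs.

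The processed signal minus each array's 75th percentile gave 3514 DRTs, 939 DRMTs, and 432 transcripts higher and 50 lower at WT2 than at WT1. It kept 2100 of the DRTs and 601 of the DRMTs. Quantile normalization is absent there as well as the normexp step, and the cause was not tested. With 75th-percentile in place of quantile normalization and the normexp step kept, every one of these counts stayed within 1.5 times.

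An offset of 50 shrinks changes of dim transcripts by construction, and it gave 1285 DRTs, 223 DIMTs and 325 DRMTs. With it, 2300 transcripts were called higher and 2621 lower at DR2 than at DR1, and 109 higher and 15 lower at WT2 than at WT1. It kept 1323 DITs, 1284 DRTs, 219 DIMTs and 324 DRMTs.

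Restricting the test to the 40090 transcripts with the same probe well above background on all 8 arrays gave 1096 DRTs, 257 DIMTs, 323 DRMTs, 2397 transcripts higher and 3003 lower at DR2 than at DR1, and 12 lower at WT2 than at WT1. Fewer transcripts are tested there, and transcripts that fell to background are left out by construction.

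The treat test, which tests against a 4-fold change, gave 249 DITs, 371 DRTs, 16 DIMTs and 54 DRMTs. It called 1051 transcripts higher and 1452 lower at DR2 than at DR1, and 1 higher and 0 lower at WT2 than at WT1, where limma's treat gave 61 and 2 at an unadjusted P below 0.05. It asks for more evidence by construction, since the change must exceed 4-fold beyond its own error. Requiring over 4-fold in both replicate numbers with no P gave 109 transcripts higher and 11 lower at WT2 than at WT1. Requiring a mean change past 4-fold with no P gave 354 higher at WT2 and kept all DITs, DRTs, DIMTs and DRMTs.

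Defined by the difference between the drought responses, 245 transcripts were DIMTs, against 405, a drop of over 1.5 times, and the cause was not tested. Defined as called at DR2 against both WT1 and DR1, whether or not called at DR1, the counts were 3274 and 3930, which include transcripts that are neither DITs nor DRTs by construction.

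With each array left out in turn, DITs ranged from 1851 to 2067, DRTs from 2031 to 2157, DIMTs from 368 to 424 and DRMTs from 583 to 633. Calls at DR2 against DR1 ranged from 3095 to 4758 higher and from 3983 to 5703 lower. The number called higher at WT2 than at WT1 ranged from 0 to 400, and the number called lower from 0 to 58. Both were 0 without either WT1 array, where 257 and 332 transcripts were over 4-fold higher and 37 and 62 lower at an unadjusted P below 0.05. A condition left with 1 array is assumed to vary like the others.

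Among 210 results for single named transcripts, each recomputed under the 20 to 22 alternatives that gave a value for it, 99 kept their direction and their side of the threshold, 88 fell below the threshold under at least 1 alternative, 17 passed it only under an alternative, and 6 changed direction. Each of these 6 was a change near 0 that was not called. Glyma.04G035000-1 changed by 0.03 at DR1 against WT1, and by -0.04 with the authors' normalized table, -0.29 with the processed signal, -0.01 with an offset of 50 and -0.33 with the 75th percentile in place of quantile normalization. With each array left out its change ran from -0.05 to 0.10. Glyma.12G037400-1 changed by 0.07 there, and by -0.75 both with the processed signal and with the 75th percentile, and its range with each array left out was -0.13 to 0.27. Glyma.11G242900-1 changed by 0.21 there, and by -0.07 with the 75th percentile. Glyma.04G119700-1 changed by -0.07 there, with a range of -0.15 to 0.01 with each array left out. The ABA_WDS transcripts Glyma.10G224300-1 and Glyma.20G167500-1 changed from DR1 to DR2 by -0.18 and -0.20, by 0.32 and 0.30 with the processed signal, and by 0.30 and 0.27 with the 75th percentile. The cause was not tested. The median change over all transcripts tested lay between -0.07 and 0.05 in every comparison. With 75th-percentile in place of quantile normalization it was -0.11 at DR1 against WT1, 0.12 at DR2 against DR1 and 0.17 for the difference between the drought responses. At DR2 against DR1 and for that difference, the majority turned under that alternative, to 4469 higher and 4117 lower and to 5271 higher and 4968 lower, and under no other one run. At DR1 against WT1, with 1983 higher and 2114 lower, it turned to 1323 higher and 1285 lower with an offset of 50, and to 1393 higher and 1096 lower among the 40090 transcripts left by the filter on all 8 arrays. The median was 0.14 at DR2 against WT1 among the 40090 transcripts, and -0.11 at DR2 against DR1 without DR2 replicate 2.

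With the slide as a block, DR1 against WT1 was unchanged, and DR2 against DR1 and WT2 against WT1 gave no value, because slide and condition coincide there. Set tests of gene families were not run, because the available tables hold only part of each family. Signal over background limits the dim transcripts, since 438 DITs were not above background at WT1, 255 DRTs at DR1 and 200 DRMTs at DR2, and with these at their lower bounds the medians were 2.78, -2.54 and -2.90, against 2.87, -2.57 and -3.01.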

Differences from the paper's values

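In this part, the square of the correlation was the only test chosen after the result was seen, and the settings named here were set before the data were examined, apart from the median signal in place of the mean.

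The paper's Pearson correlation between the WT1 arrays is 0.97, and the value here was 0.986. The difference is larger than the spread of the correlations between conditions (SD 0.0115). Under each alternative, the background-corrected values before normalization, the processed signal, the authors' normalized table and probes well above background on both arrays, the value also differed from the paper's, between 0.986 and 0.988. The square of the correlation was 0.972 here and 0.976 in the authors' normalized table.

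The paper's intercept for the line through the WT1 arrays is 0.018 in the text, and the value here was 0.107. Under the alternatives the intercept was 0.0808, 0.155, 0.14 and 0.126, each over 1.5 times the paper's 0.018. The legend of Supplementary Figure 3 gives 0.14 as the paper's intercept, which equals the value from the authors' normalized table.

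The paper's text assigns the name DRTs to transcripts that increased and DITs to those that decreased, in that order. The transcripts that rose are called DITs here, as elsewhere in the paper.

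The paper names 35 transcripts as DIMTs and 32 as DRMTs in its text, of which 24 and 30 were called here. Of those not called, Glyma.02G305400-1 changed by -0.92 at DR1 and -5.28 from DR1 to DR2. Glyma.10G277800-1 changed by 1.37 and 1.99, Glyma.11G242900-1 by 0.21 and 0.75, Glyma.16G203500-1 by 0.59 and 1.09, and Glyma.19G137400-1 by 1.05 and 3.32. For these 5, no setting gave both calls. Glyma.07G050200-1 (-1.66 and -1.87), Glyma.07G175200-1 (1.28 and 2.42) and Glyma.16G214200-1 (1.21 and 2.57) were called with the authors' normalized table. Glyma.11G025600-1 (1.94 and 6.75) was called with that table, with the processed signal, without WT1 replicate 2 and without DR1 replicate 1. Glyma.03G144400-1 (10.71 and 2.07), Glyma.08G176300-1 (6.40 and 2.26) and Glyma.19G147200-1 (7.78 and 2.77) were called with only the compared conditions in the fit, with no P, and without either WT2 array, and Glyma.08G176300-1 also by over 4-fold in both replicate numbers with no P. Glyma.01G195500-2 was not tested, and without a filter on dim transcripts it changed by 0.21 and 0.80 and was not called.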

Other observations

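In this part, the test of an unequal return of the DITs at WT2, the checks of the mixed-RNA hypothesis on the WT1 arrays, on WT2 replicate 2 and on transcripts that fell at DR1, the threshold on the spread of the implied shares, and the test of a slide difference for the DITs higher at WT2 were chosen only after the result was seen.

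At WT2 against WT1, 218 transcripts were called higher. Of these, 41 (18.8%) were DITs, against 3.6% of all transcripts tested, and 174 were neither DITs nor DRTs. An incomplete return of the DITs after 1 day of watering could account for the former and leaves most calls unexplained. DITs and these calls share the WT1 arrays, so some excess of DITs arises without any cause. A comparison without a shared array used the 40243 transcripts with at least 1 probe, not always the same, well above background on each of the 8 arrays. Of 265 transcripts over 4-fold higher at WT2 than on WT1 replicate 1, 26.8% were over 4-fold higher at DR1 than on WT1 replicate 2, against 4.28% for transcripts of the same WT1 level. With the WT1 replicates exchanged, it was 34.0% of 215, against 4.42%. A slide difference unrelated to the drought response would not give this excess, which argues against it as the cause for the DITs among the calls. The number depends on the arrays used. Without either WT1 array limma called 0 transcripts higher, with 257 and 332 over 4-fold higher at an unadjusted P below 0.05, and without a WT2 array it called 379 and 400.

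The 174 transcripts outside the classes had a median change of 2.23 at WT2 against WT1. From DR1 to DR2, the other comparison across slides, their median change was -1.21, and a constant slide difference would have raised them there too. At DR1 they had risen by a median of only 0.47, with 133 of them higher. Choosing transcripts called at WT2 but not at DR1 favours a smaller rise at DR1, so this median cannot decide whether a late return accounts for their level. In simulated arrays with no change at DR1 that median was 0.15. No further explanation was tested.

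The WT2 arrays differed from each other by over 4-fold in 396 transcripts, against 24 for WT1, 27 for DR1 and 749 for DR2. Of these, 354 were higher on WT2 replicate 1, and 350 of them (98.9%) had risen at DR1, with a median change at DR1 of 5.29. They include 326 DITs. A candidate explanation is that the plants behind the replicates had not returned equally by the time of sampling. Another is that WT2 replicate 1 held some RNA of DR1. Over 571 of the 40243 transcripts, those over 8-fold higher at DR1 than at WT1, the share of DR1 RNA that would give the level on WT2 replicate 1 had a median of 14.1%, with a 10th percentile of 8.38% and a 90th percentile of 17.9%. Among the 562 shares above 0, the 90th percentile was 2.02 times the 10th, so the shares were nearly alike across transcripts of different size of change. The same calculation with DR2 as the source gave a ratio of 25 and a median of 1.22%, which argues against RNA of DR2.

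On the WT1 arrays the calculation gave a median share of 0.152%, with a 10th percentile of -2.17% and a 90th percentile of 2.83%, and on WT2 replicate 2 a median of 0.216%, with -2.45% and 8.45%. Over 294 transcripts that fell by over 8-fold at DR1, the median share for WT2 replicate 1 was 20.1%, with a 10th percentile of -15.8% and a 90th percentile of 46%, and -2.52% on the WT1 arrays, so the fallen transcripts are too variable to decide. RNA mixed in after sampling and a pooled sample with some plants still in the DR1 state would give the same pattern, and the ratio of 2.02 does not separate them. The hypothesis was found and tested on the same arrays. It bears on every result that uses the WT2 arrays, including the difference between the drought responses, which was past 4-fold for 321 DIMTs without WT2 replicate 1 and 173 without WT2 replicate 2.

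Among transcripts that are neither DITs nor DRTs, the largest rises from DR1 to DR2 were those of Glyma.01G217600-1, by 11.76 on the log2 scale (SE 0.30, adjusted p = 2.2e-06), and Glyma.11G198500-1, by 9.71 (SE 0.35, adjusted p = 2.2e-06). With the processed signal, Glyma.01G217600-1 was called at DR1 as well, at 2.44. The largest falls were those of Glyma.08G295500-1, with -6.85 (SE 0.21, adjusted p = 2.2e-06), and Glyma.05G233700-1, with -6.75 (SE 0.24, adjusted p = 2.2e-06).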
